# Systems Biology Analysis of the Effect and Mechanism of Qi-Jing-Sheng-Bai Granule on Leucopenia in Mice

**DOI:** 10.3389/fphar.2019.00408

**Published:** 2019-04-25

**Authors:** Saisai Tian, Pengli Huang, Yu Gu, Jian Yang, Ran Wu, Jing Zhao, Ai-Jun Liu, Weidong Zhang

**Keywords:** Qi-Jing-Sheng-Bai granule, leucopenia, transcriptomics, metabolomics, network pharmacology

## Abstract

Qi-Jing-Sheng-Bai granule (QJSB) is a newly developed traditional Chinese medicine (TCM) formula. Clinically, it has been used for the treatment of leucopenia. However, its pharmacological mechanism needs more investigation. In this study, we firstly tested the effects of QJSB on leucopenia using mice induced by cyclophosphamide. Our results suggested that QJSB significantly raised the number of peripheral white blood cells, platelets and nucleated bone marrow cells. Additionally, it markedly enhanced the cell viability and promoted the colony formation of bone marrow mononuclear cells. Furthermore, it reversed the serum cytokines IL-6 and G-CSF disorders. Then, using transcriptomics datasets and metabonomic datasets, we integrated transcriptomics-based network pharmacology and metabolomics technologies to investigate the mechanism of action of QJSB. We found that QJSB regulated a series of biological processes such as hematopoietic cell lineage, homeostasis of number of cells, lymphocyte differentiation, metabolic processes (including lipid, amino acid, and nucleotide metabolism), B cell receptor signaling pathway, T cell activation and NOD-like receptor signaling pathway. In a summary, QJSB has protective effects to leucopenia in mice probably through accelerating cell proliferation and differentiation, regulating metabolism response pathways and modulating immunologic function at a system level.

## Introduction

Chemotherapy has been widely used for the treatment of cancers. However, chemotherapy usually induces many adverse effects, including hematologic toxicity and neurotoxicity (Magge and DeAngelis, 2015; Ratti and Tomasello, 2015; Zhou et al., 2018). Among them, hematologic toxicity, like leucopenia, is a very common adverse reaction that can delay the subsequent therapy, induce the risk of cancer metastasis, and even lead to life-threatening events (Xu et al., 2011; Cui et al., 2015). Hence the hematologic indexes, including the white blood cells (WBC), neutrophile granulocytes, blood platelets and monocytes, are important objective indexes for cancer patients after chemotherapy. Studies have shown that granulocyte colony-stimulating factor (G-CSF) and related agents have clinical efficacy. They are recommended to prevent leucopenia (Xu et al., 2011). However, G-CSF only reduces the neutropenia duration for 1–2 days while also increases adverse reactions and the cost of treatment notably (Dygai et al., 2012; Aarts et al., 2013). Traditional Chinese medicine (TCM) formulae have been widely used in China for the treatment of leucopenia (Liu et al., 2014). Formulae usually consist of several types of Chinese medicines. Among them, one herb is the principal component, and the others serve as adjuvant ones to assist the function of the principal component. It is believed that multiple components contained in the formulae could hit multiple targets and exert synergistic effects (Jiang, 2005).

Qi-Jing-Sheng-Bai granule (QJSB) is a modern TCM formula. It is made from extracts of nine Chinese medicines, namely, *Astragalus membranaceus* (Huangqi), *Panax quinquefolium* (Xiyangshen), *Epimedium brevicornum* (Yinyanghuo), *Angelica sinensis* (Danggui), *Polygonatum sibiricum* (Huangjing), *Eclipta pwstmta* (Mohanlian), *Lycium barbarum* (Gouqi), *Psoralea corylifolia* (Buguzhi), and *Spatholobus suberectus* (Jixueteng), as well as one raw material component of Cervi Cornus Colla, at a ratio of 6:2:3:2:2:3:2:2:6:1. Both *A. membranaceus* and Cervi Cornus Colla are principal components. In a clinical study, QJSB has been used for the treatment of leucopenia (Wu et al., 2018). In our previous study, we identified 143 compounds, including 56 flavonoids, 51 saponins, and 36 other compounds, from QJSB (Wu et al., 2018). It has been accepted that the effective ingredients can be detected in serum after medicine administration. After the oral administration of QJSB, 42 compounds, including 24 prototype compounds and 18 metabolites, have been detected in the serum of rats (Wu et al., 2018). Among the 42 compounds, many ingredients have been proven to have bioactivities. For example, ferulic acid improves hematopoietic cell recovery in whole-body gamma irradiated mice and increases levels of granulocyte-colony stimulating factor (G-CSF) (Ma et al., 2011); several flavonoids including formononetin, ononin, calycosin, and calycosin-7-O-β-D-glucoside, induce the expression of erythropoietin in human embryonic kidney fibroblasts via the accumulation of hypoxia-inducible factor-1α (Zheng et al., 2011); quercitrin protects endothelial progenitor cells from oxidative damage via inducing autophagy through extracellular signal-regulated kinase (Zhi et al., 2016); icaritin improves the hematopoietic function in cyclophosphamide-induced myelosuppression mice (Sun et al., 2018). The identification of compounds absorbed into blood revealed the effective substance of QJSB to some extent. However, the therapeutic mechanism of QJSB in leucopenia remains unclear. Thus, the effect on the treatment of leucopenia needs further detailed investigation.

Systems biology studies the pharmacological mechanism of TCM by integrating transcriptomic, proteomic and metabolomic profiles (Su et al., 2011; Meierhofer et al., 2014). Network pharmacology is a new system biology approach, generally describing the association of multiple components with multiple targets and multiple pathways (Ning et al., 2017). Recently, the application of integrated systems biology and network pharmacology is a promising approach for the delineation of effects and mechanisms of TCM formulae.

In this study, we firstly investigated the effect of QJSB on leucopenia using mice induced by cyclophosphamide. We further investigated the therapeutic mechanism of QJSB using the transcriptomics datasets derived from the bone marrow and metabonomic datasets from plasma. Finally, we applied transcriptomics-based network pharmacology and metabolomics technologies to study the mechanism of QJSB for the treatment of leucopenia.

## Materials and Methods

### Chemical Reagents

Cyclophosphamide was purchased from Zaiqi Biotechnology Corporation (Shanghai, China). QJSB granules were kindly provided by Zhendong Pharmaceutical (Shanxi, China).

### Animals and Treatments

All animal studies were performed according to the institutional ethical guidelines of animal care and were approved by the Committee on the Ethics of Animal Experiments of the Second Military Medical University, China. Male ICR mice (18–22 g) were obtained from Laboratory Animal Company (Shanghai, China). The mice were acclimated for 2–3 days under conditions of controlled temperature (24 ± 2°C), relative humidity of 60 ± 5%, 12 h light/dark cycle, and *ad libitum* access to standard laboratory food and water. All the mice were randomly allocated into four groups: normal group and 3 leucopenia model groups (cyclophosphamide, 80 mg/kg/day). The model groups were treated with vehicle, leucogen (20 mg/kg/day) and QJSB (3 g/kg/day), respectively. The mice in each group were orally administered with respective medicines for 1 week, and an equivalent volume (0.2 ml/10 g) of 0.9% saline solution was used for normal group and model group. Next, the animals in each group were sacrificed by dislocation of the cervical vertebra and were prepared for subsequent experiments. In each group, the whole blood of 10 mice was used for routine blood examination and bone marrow cells in the femurs were used for the bone marrow nuclear cell count, cell viability assay and colony-forming unit assay. The sera of another 10 mice were used to detect the levels of IL-6 and G-CSF. Bone marrow cells in the femurs of three of these mice were collected for RNA isolation, sequencing and real-time quantitative PCR (RT-qPCR). The plasma of the mice was collected for metabonomic analysis. After 2 weeks of treatment, the mice were sacrificed by dislocation of the cervical vertebra and the whole blood was used for routine blood examination (*n* = 10).

### Leucopenia Model

The leucopenia model was established as follows: for 1 week of treatment, the mice in the model groups were treated with 80 mg/kg/day of cyclophosphamide intraperitoneally for 3 consecutive days (from day 5 to day 7), and the normal group was treated with an equivalent volume (0.1 ml/10 g) of normal saline. For 2 weeks of treatment, the mice were treated with cyclophosphamide (80 mg/kg/day) intraperitoneally for 6 days (3 consecutive days per week), and the normal group was treated with an equivalent volume (0.1 ml/10 g) of normal saline.

### Cell Viability Assay

Cell viability was measured using the Cell Counting Kit-8 (CCK8) reagent (Dojindo, Japan). The mice were sacrificed by dislocation of the cervical vertebra and the femurs were immediately collected. Bone marrow was eluted from the shaft by RPMI 1640 medium, and filtered through a 70 micron filter. Bone marrow nuclear cells were dispensed in 96-well culture plates (100 μL/well) at a density of 5 × 10^5^ /mL. Next, the cells were incubated with 10 μl of CCK8 reagent. Finally, the absorbance at 450 nm was measured.

### Colony-Forming Units Assay

The mice were sacrificed by dislocation of the cervical vertebra and the femurs were immediately harvested. Next, bone marrow cells were eluted from the shaft by RPMI 1640 medium, and filtered through a 70 micron filter. Thereafter, bone marrow mononuclear cells were obtained by centrifugation in a Ficoll density gradient. The cells were diluted with M3434 methylcellulose medium (StemCell Technologies, Canada) at a density of 3 × 10^4^/mL, dispensed into 6-well culture plates (1 mL/well), and cultured in an atmosphere of 5% CO_2_ at 37°C for 12 days. Colonies consisting of 50 cells or more were counted.

### The Detection of IL-6 and G-CSF

Whole blood was collected from mice by removing the eyeballs. Blood samples were placed to clot for 2 h at room temperature before centrifuging for 20 min at 2000 ×*g*. Serum was collected and stored in aliquots at -80°C for later use. Commercially available sandwich enzyme-linked immunosorbent assay (ELISA) kits (eBiosciences, San Diego, CA, United States) were used for the quantitation of IL-6 and G-CSF. The optical density of each sample at 450 nm was measured. Cytokine levels were quantified using standard curves, and the values were expressed in units of pg/ml.

### RNA Isolation, Library Preparation, and Sequencing

The total RNA of bone marrow cells from 12 mice (leucopenia group, *n* = 3, QJSB group, *n* = 3, normal group, *n* = 3, and leucogen group, *n* = 3) were extracted using TRIzol (Invitrogen, Carlsbad, CA, United States) reagent for RNA sequencing and were purified according to the manufacturer’s instructions. Strand-specific libraries were prepared using the VAHTS Total RNAseq Library PrepKit for Illumina (Vazyme, China) following the manufacturer’s instructions. Using Ribo-Zero rRNA removal beads, ribosomal RNA was removed from total RNA. Following purification, the mRNA was fragmented into small pieces using divalent cations under 94°C for 8 min. The cleaved RNA fragments were copied into first strand cDNA using reverse transcriptase and random primers. This is followed by second strand cDNA synthesis using DNA polymerase I and RNase H. These cDNA fragments then went through an end repair process, the addition of a single “A” base, and then ligation of the adapters. The products were then purified and enriched with PCR to create the final cDNA library. Purified libraries were quantified by Qubit^®^ 2.0 Fluorometer (Life Technologies, United States) and validated by Agilent 2100 bioanalyzer (Agilent Technologies, United States) to confirm the insert size and calculate the mole concentration. Cluster was generated by cBot with the library diluted to 10 pM, followed by sequencing on the Illumina HiSeq 2500 (Illumina, United States).

### Data Analysis for Gene Expression

Sequencing raw reads were preprocessed by filtering out rRNA reads, sequencing adapters, short-fragment reads and other low-quality reads using Seqtk. Hisat2 (version 2.0.4) was used to map the cleaned reads to the mouse GRCm38.p4 (mm10) reference genome with two mismatches. Gene expression was evaluated in FPKM (fragments per kilobase per million mapped fragments) from RNAseq data. The formula to calculate FPKM was as follows: FPKM = (number of mapping fragments) × 10^3^ × 10^6^/[(length of transcript) × (number of total fragments)]. Differential expression analysis of two groups was performed using the “DESeq2” R package at the cutoff of | log2 fold change| > 0.585 and *P*-value < 0.05 (Love et al., 2013). Then, we constructed a pre-ranked gene list of all differentially expressed genes ordered by the absolute value of log2 fold change and selected the top 300 genes for further analysis.

### Pathway Enrichment Analysis and GO Analysis

We firstly used R package “clusterProfiler” to perform pathway enrichment analysis to identify KEGG (Kanehisa and Goto, 2000) (Kyoto Encyclopedia of Genes and Genomes) pathways enriched with the top 300 differentially expressed genes. Significant pathways with *P*-value < 0.05 were selected. Next, GO (Gene Ontology) enrichment analysis was also performed to explore the biological processes of the top 300 differentially expressed genes. At a cutoff of *P* < 0.05.

### Evaluation of Drug’s Effects by the Network Scores

The background protein-protein interaction (PPI) network was downloaded from the STRING database v10.5^1^ and the organism was chosen as “Mus musculus.” All genes were standardized by mapping to the Entrez ID for further analysis. In this paper, the top 300 DEGs under the treatment of a drug were regarded as the drug’s potential target genes. Similarly, the top 300 DEGs between the model and normal groups were regarded as disease associated genes. We applied the algorithm random walk with restart (RWR) to measure the seed genes’ influence on the background network. Specifically, the drug’s potential target genes and disease associated genes were used as seed nodes, respectively. Additionally, genes in the background network were scored by RWR. Next, we calculated the Pearson correlation coefficient between the network scores based on each gene set to estimate the relevance of the drug’s potential target genes and disease associated genes. The relevance was estimated as follows:

$$\text{Relevance}=\text{cor}(Scores_{drug},Scores_{disease})$$

where cor represents the Pearson correlation coefficient and Scores represents the genes’ network scores. To evaluate the significance of the correlation between the drug’s target genes and disease genes, a reference distribution was built. Genes with the same number of drug’s target genes were randomly selected from the background network and the correlation coefficient was calculated between the disease genes and random set. We performed 100 repetitions to generate the reference perturbation distribution. The mean and standard deviation of the random correlation coefficients were denoted by μ_*Relevance*_ and σ_*Relevance*_, respectively. The Z-score was finally calculated and the absolute value of the Z-score larger than 3 suggests that the drug’s effect on the disease was statistically significant.

$$Z_{score}=\frac{\left|Relevance-\mu_{Relevance}\right|}{\sigma_{Relevance}}$$

### Sample Preparation and LC-MS Conditions for Metabonomic Analysis

Because the endogenous metabolites play an essential role in the physiology of hosts, we explored the host metabolic profiling in the plasma of a subset of 27 subjects by liquid chromatography-mass spectrometry (LC/MS). The detailed method was as follows. Each plasma sample was thawed at 4°C and vortexed for 5 s at room temperature. Next, 100 μL of plasma was transferred into another 1.5 mL tube with 300 μL of methanol and was mixed 45 s in a vortex. Thereafter, the sample was centrifuged for 10 min (12000 rpm, 4°C). Finally, the supernatant was transferred into auto-sampler vials and stored at -80°C for LC-MS analysis. The QC sample was prepared by mixing 10 μL of aliquot from the six above prepared samples, respectively. The QC samples were injected every six samples.

Chromatographic separation was performed on a ACQUITY UPLC^®^ HSS T3 (2.1 × 100 mm, 1.8 μm, Waters, United States) using an ACQUITY Ultra Performance LC system (Waters corp., Milford, MA, United States). The column was maintained at 40°C. The flow rate was set at 0.4 mL/min, and the sample injection was 1 μL. The optimal mobile phase consisted of a linear gradient system of water mixed with 0.1% formic acid (phase A) and acetonitrile (phase B): 0–6.0 min, 5–100% B, 6.0–8.0 min, 100% B; 8.0–9.0 min, 100–90% B; 9.0–14.0 min, 90–80% B; 14.0–14.1 min, 80–5% B; 14.1–19.0 min, 5% B. MS detection was acquired on a Micromass Quadrupole (Q) SYNAPT G2-Si high-resolution mass spectrometer (Waters Corp., Milford, MA, United States) equipped with an electrospray ion (ESI) source. Both positive and negative modes were utilized in the current research. The temperature of the ion source was 120°C. The capillary voltage and cone voltage were 2000 V and 49V, respectively. The desolvation gas temperature and flow were 350°C and 750 L/h, respectively. The cone gas was set at 50 L/h. Data were collected between 50 and 1200 m/z with a 0.2 s scan time and a 0.02 s interscan delay. All analyses were conducted using the lock spray to ensure the accuracy and precision of the mass information for compound identification. Leucine encephalin [(M + H)^+^ = 556.2771, (M-H)^-^ = 554.2615] was used as the lock spray at a concentration of 1 μg/mL, and the flow rate was set at 5 μL/min. Additionally, mass spectrometry elevated energy (MS^E^) collection was applied for compound identification. This technique obtains precursor ion information through low collision energy and full-scan accurate mass fragment information through the ramp of the high collision energy. The collision energy of MS^E^ was set from 15 to 35 V.

### Metabonomic Data Processing and Analysis

The raw plasma LC-MS data were pre-processed using Waters Progenesis QI 2.0 software (Non-linear Dynamics, Newcastle, United Kingdom). Progenesis QI includes the steps of importing data, reviewing alignment, experiment design setup, picking peaks, identifying and reviewing compounds, and performing compound statistical analysis. Then, the data were exported into SICMA 14.1 (Umetric, Umeå, Sweden) for multivariable statistical analysis. The multivariate statistical analysis (MVA) included principal component analysis (PCA), partial least squares discrimination analysis (PLS-DA), and orthogonal partial least square-discriminant (OPLS-DA) models, which were used to observe the classifications for different groups. Thereafter, based on the OPLS-DA plot, the ions were filtered by VIP > 1 (variable importance in the projection) to identify the metabolites contributing to the classifications. Next, ions with *P*-values < 0.05 were regarded as the differential metabolite ions. Subsequently, the differential metabolites ions with the two filters were structurally identified and interpreted based on the metabonomic associated databases: METLIN^2^, HMDB^3^, and KEGG^4^. Finally, using the MetaboAnalyst 4.0, we performed pathway analysis for the metabolites contributing to the classifications and identified the most relevant pathways.

### RNA Extraction and Real-Time Quantitative PCR

Total RNA was extracted in bone marrow cells from three groups (leucopenia, QJSB and normal groups) mice using the Trizol reagent (Thermo Fisher Scientific) according to the manufacturer’s instructions. And cDNA was generated using the High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific). RT-qPCR was performed using the Stratagene Mx3005P RT-PCR System (Applied Biosystems) and the PowerUp^TM^ SYBR^®^ Green Master Mix (Thermo Fisher Scientific), according to the protocol. Melt curves were analyzed at the end of each assay to confirm the specificity. Fold change was determined using the 2^-ΔΔCT^ method normalized with endogenous control GAPDH. The PCR primers used are listed in Supplementary Table S1.

### Statistical Analysis

GraphPad was used for statistical analysis of the biochemical data. The animals were randomly assigned by using the random permutations table. The data were expressed as the means ± standard deviation (SD). The data were analyzed using by two-tailed Student’s *t*-test or one-way analysis of variance (ANOVA). *P* < 0.05 was considered statistically significant. The transcriptomics data were processed by R package with “DESeq2” and “clusterProfiler.” SICMA 14.1 (Umetric, Umeå, Sweden) was used for MVA. Cytoscape was used to trace the associated gene–enzyme relationship using KEGG database.

## Results

### QJSB Increased Peripheral WBCs and Platelets in Leucopenia Model Mice

After treatment with cyclophosphamide, the peripheral WBCs and platelets were significantly decreased. After 1 week of treatment, QJSB increased peripheral WBCs (*P* < 0.001) and platelets (*P* < 0.001) significantly (approximately 2.6-fold and 2.4-fold, respectively) compared with those in model group (Figure 1A,B). Administration of QJSB or cyclophosphamide had no significant effect on the other peripheral hemogram parameters such as RBCs and hemoglobin concentration (Figure 1C,D). We also got the similar results when the leucopenia model animals were treated by QJSB for 2 weeks (Figure 1E,F). For WBC differential counts at 1 week of treatment, cyclophosphamide decreased the percentage of monocytes and increased the percentage of eosinophils. The percentage of eosinophils returned to normal after being administrated with QJSB and leucogen. In addition, an increase was observed in the percentage of basophils in QJSB and leucogen groups (Figure 2).

**FIGURE 1:**
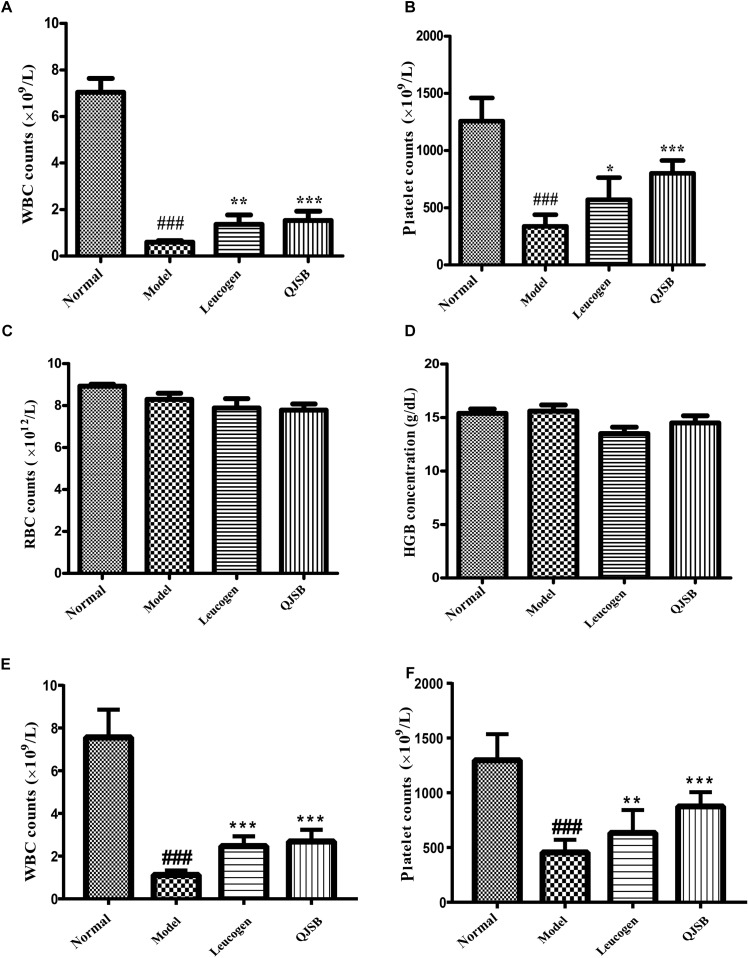
The effect of QJSB on the peripheral WBC **(A)**, platelet **(B)**, RBC **(C)**, and HGB **(D)** parameters in leucopenia mice induced by cyclophosphamide. After 1 week of treatment, QJSB increased peripheral WBCs **(A)** and platelets **(B)** compared with model group, but had no significant effect on the other peripheral hemogram parameters such as RBCs **(C)** and hemoglobin concentration **(D)**. After 2 week of treatment, QJSB also increased peripheral WBCs **(E)** and platelets **(F)**. Data are presented as means ± SD. ^###^Represent *P* < 0.001 vs. normal group and ^∗^, ^∗∗^, and ^∗∗∗^ represent *P* < 0.05, 0.01, and 0.001 vs. model group, respectively.

**FIGURE 2:**
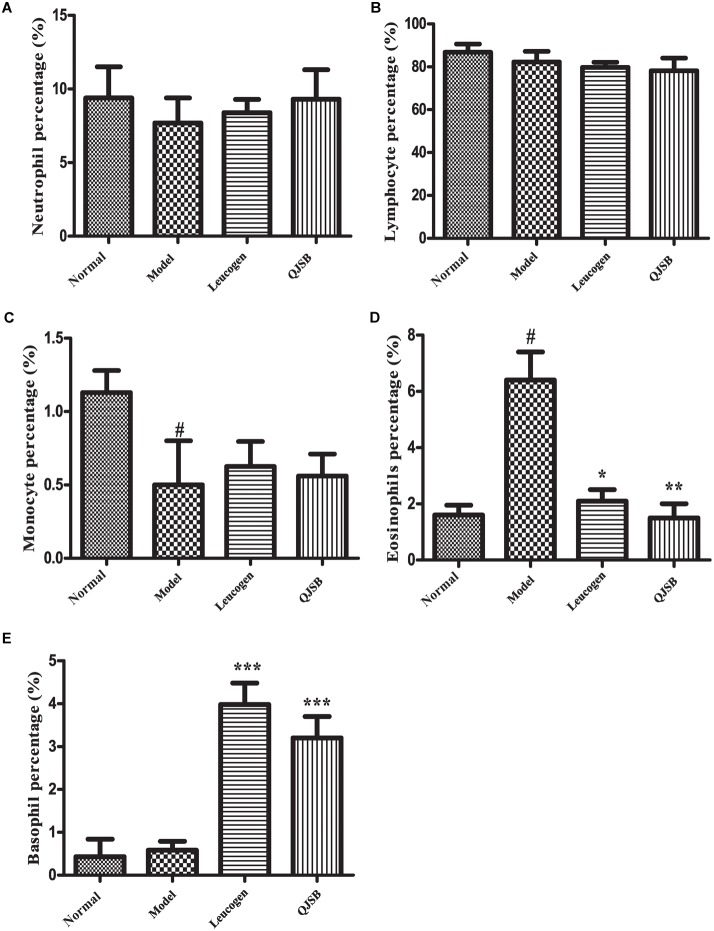
The effect of QJSB on WBC differential counts: neutrophil **(A)**, lymphocyte **(B)**, monocyte **(C)**, eosinophil **(D)**, and basophil **(E)** in leucopenia mice induced by cyclophosphamide. Cyclophosphamide increased the percentage of eosinophils **(D)**, and QJSB returned it to normal. An increase was observed in the percentage of basophils **(E)** in QJSB group. Data are presented as means ± SD. ^#^Represent *P* < 0.05 vs. normal group and ^∗^, ^∗∗^, and ^∗∗∗^ represent *P* < 0.05, 0.01, and 0.001 vs. model group, respectively.

### QJSB Increased Bone Marrow Nuclear Cells and Enhanced Cell Viability in Leucopenia Model Mice

The cell number and cell viability of bone marrow nuclear cells were significantly decreased in the cyclophosphamide treatment group (*P* < 0.05). QJSB significantly increased the number of bone marrow nuclear cells, and enhanced the cell viability (*P* < 0.001) (Figure 3A–C).

**FIGURE 3:**
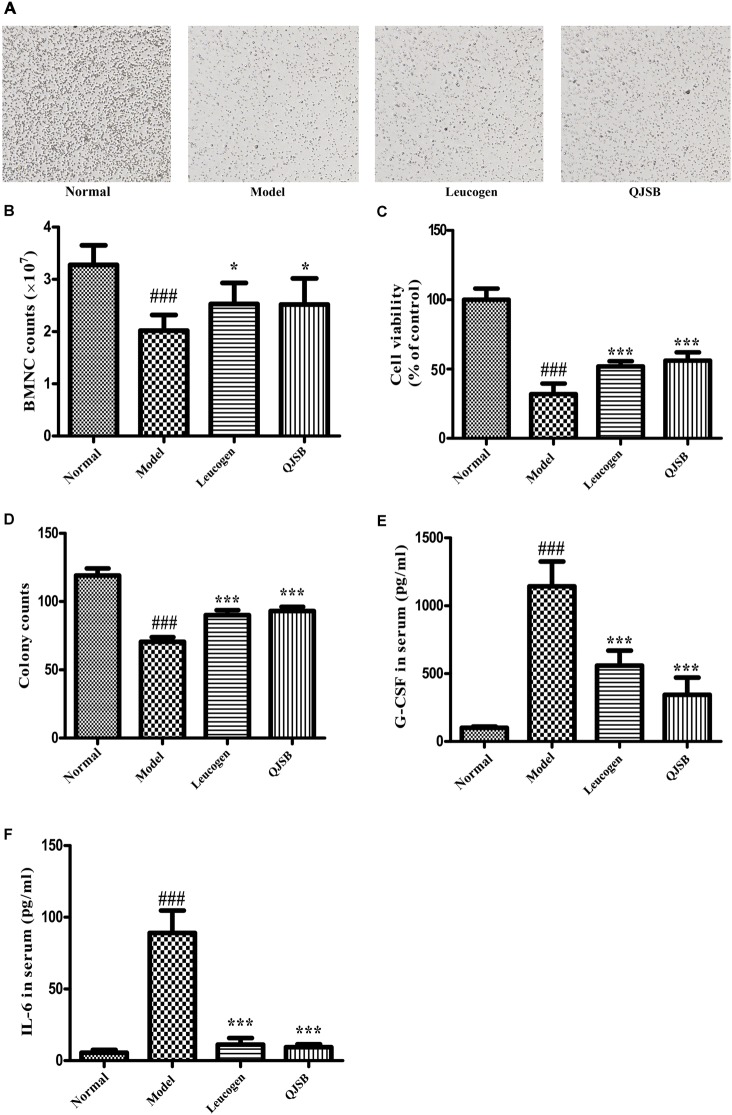
The effect of QJSB on the cell number and cell viability of bone marrow nuclear cells, colony formation of bone marrow mononuclear cells and cytokines secretion. QJSB significantly increased the number of bone marrow nuclear cells **(A,B)**, enhanced the cell viability **(C)** and promoted colony formation of bone marrow mononuclear cells **(D)**. QJSB significantly reversed the increases of G-CSF **(E)** and IL-6 **(F)** induced by cyclophosphamide. Data are presented as means ± SD. ^###^Represent *P* < 0.001 vs. normal group and ^∗^ and ^∗∗∗^ represent *P* < 0.05 and 0.001 vs. model group, respectively.

### QJSB Promoted Bone Marrow Mononuclear Cells Colony Formation

To determine the effect of QJSB on bone marrow hemopoietic stem/progenitor cells, we performed the methylcellulose semisolid colony-forming units assay. Mononuclear cells were extracted from the bone marrow of ICR mice. Colony formation of bone marrow mononuclear cells was significantly decreased by cyclophosphamide. After 1 week of treatment, the colony number and colony size were both significantly increased by QJSB (*P* < 0.001) (Figure 3D).

### QJSB Reversed Cytokines Secretion in Serum of Leucopenia Model Mice

The hematopoiesis-related cytokines are important factors for the regulation of hematopoietic function (Alexander, 1998). Both G-CSF and IL-6 in serum were detected. Compared with the normal control group, after cyclophosphamide treatment, the levels of G-CSF and IL-6 in serum were dramatically increased from 100.6 and 5.5 pg/ml to 1143.0 and 89.0 pg/ml, respectively. QJSB significantly reversed the increases of G-CSF (from 1143 to 345 pg/ml, *P* < 0.001) (Figure 3E) and IL-6 (from 89.0 to 9.4 pg/ml, *P* < 0.001) (Figure 3F) induced by cyclophosphamide.

### Differential Expression Genes Identification and Functional Analysis

In order to identify potential molecular mechanisms, high-throughput sequencing was used to identify the affected gene by QJSB in bone tissue. 

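RNA of total femoral bone marrow was sequenced from 12 ICR mice, an outbred strain, with 3 mice in each of 4 groups. The normal group received neither cyclophosphamide nor a drug. The model group received cyclophosphamide, an alkylating agent that kills dividing cells, at 80 mg/kg per day from day 5 to day 7. The QJSB group received the same cyclophosphamide and 3 g/kg per day of the granule, and the leucogen group received it with 20 mg/kg per day of leucogen, a drug given in the clinic to raise leucocyte counts, each for 1 week. The authors removed ribosomal RNA, made strand-specific libraries, filtered the reads with Seqtk and mapped them with Hisat2 to the mouse genome GRCm38.p4. They deposited, for each of 34745 genes and each mouse, a read count without normalization and an FPKM, and the paper's text does not name the program that counted the reads. The columns of the deposited table are headed Blank, Model, Positive and Stilbene with a replicate number. Apart from Model, the paper does not use these names for its groups. They were read as normal, model, leucogen and QJSB from the meaning of the names and by elimination. This reading was then compared with the mean normalized counts of Supplementary Table S2: 298 of the 300 genes listed for model against normal, 300 of 300 for QJSB against model and 300 of 300 for leucogen against model lay within 1% of the means of these columns, while columns and comparisons set against each other in any other way matched for at most 7 genes. Total counts ranged from 14164054 to 14876552 in normal (median 14660419), from 13279282 to 16922274 in model (median 15392719), from 16758401 to 18545198 in QJSB (median 17149460) and from 11172547 to 14766064 in leucogen (median 12634723). Of the genes listed, 11677 had no count in any library. Counts were scaled by the TMM method, which assumes that most genes do not change, and given as CPM, counts scaled to the same total in each library. Groups were compared 2 at a time with edgeR's quasi-likelihood test on the genes that passed edgeR's filter on low counts. A gene was counted as differentially expressed at the cutoff of the paper's methods, an absolute log2 fold change over 0.585 with an unadjusted P under 0.05, and separately at the same fold change with a Benjamini-Hochberg adjusted p under 0.05. Every pair of replicates differed by more than sampling noise, with a chi-square per degree of freedom from 10.2 between normal 1 and normal 2 to 99.6 between QJSB 1 and QJSB 2. A single noncoding gene, Gm26917, held 4.14% ± 1.03 (SD, n = 3) of the counts in model and 4.15% ± 0.29 (SD, n = 3) in QJSB, against 1.86% ± 0.28 (SD, n = 3) in normal and 1.52% ± 0.27 (SD, n = 3) in leucogen. Malat1 held 0.96% ± 0.12 (SD, n = 3) in model and 0.79% ± 0.09 (SD, n = 3) in QJSB. In normal and leucogen it held 1.86% ± 0.04 (SD, n = 3) and 1.55% ± 0.17 (SD, n = 3). Both shares set model and QJSB apart from normal and leucogen, which is not the split by cyclophosphamide. The first principal component of the 12 libraries held 56.2% of the variance and set the normal libraries apart from those given cyclophosphamide. The second held 17.7% and set leucogen apart from model and QJSB, whose libraries were interspersed.

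**Figure D1:**
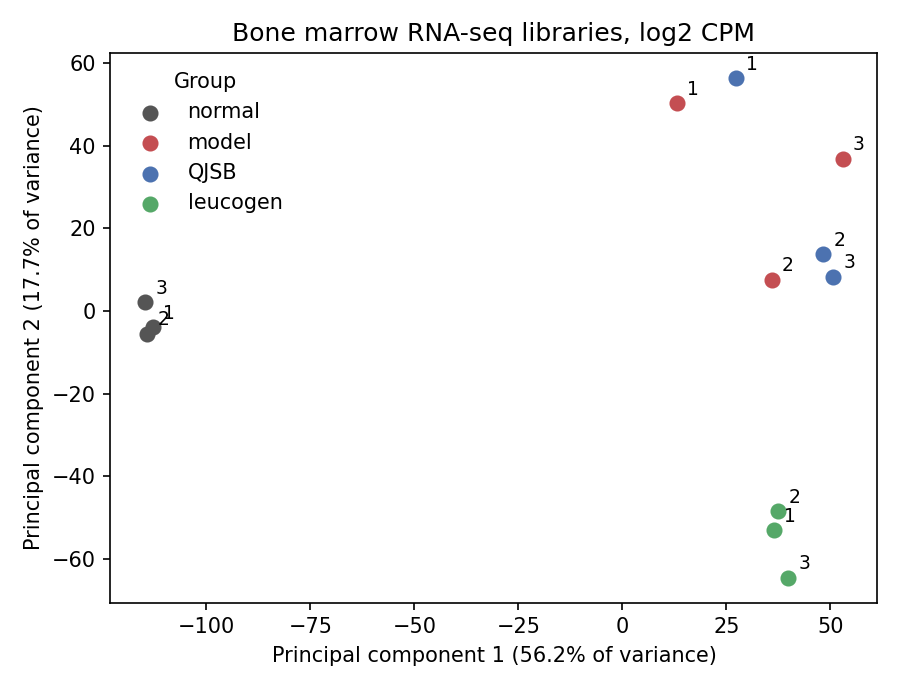
Principal components of log2 CPM in the 12 bone marrow libraries, with the first component (56.2% of the variance) on the x axis and the second (17.7%) on the y axis. Each point is 1 library, coloured by group and marked with its replicate number, and QJSB 1 lies nearer to model 1 than to QJSB 2 and QJSB 3.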

The raw data of fastq format of RNAseq are available through the National Center for Biotechnology Information’s Gene Expression Omnibus (GEO^5^), and the GEO series accession number is GSE120707. 

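Between QJSB and model, 14486 genes were tested, and 446 of them passed the paper's cutoff, 243 higher and 203 lower in QJSB. An unadjusted P under 0.05 was reached by 723 genes, where chance alone gives 724. With the replicate number as a block it was reached by 1434 genes (724 by chance), with all 12 libraries in one fit by 1915 (766 by chance), and with a library left out by 183 without QJSB 2 (744 by chance) to 2291 without QJSB 1 (738 by chance). The fit of all 12 libraries estimates the spread over all groups together. Replicates of normal and leucogen differed less (chi-square per degree of freedom 10.2 to 14.4 and 13.9 to 19.4) than those of model and QJSB (44.8 to 59.3 and 27.7 to 99.6). This alone can lower P in that fit, so its 1915 genes are not read as a drug effect. In the fit of QJSB and model alone, without a block, none of the genes passed the adjusted cutoff. The smallest adjusted p was 0.767 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The QJSB and the model libraries did not overlap for 1420 genes, which is 9.80% of those tested, and 10% are apart by chance with 3 libraries against 3. Ordered by the absolute log2 fold change, the first 300 genes past the paper's cutoff held 160 that were higher and 140 that were lower in QJSB. Of all alternatives, leaving out 1 library moved the number of genes most: 1715 genes passed the paper's cutoff without QJSB 1 and 149 without QJSB 2. It also came to 245 without model 2 and 1051 without model 3, and the adjusted cutoff was passed by 3 genes without QJSB 1. With the replicate number as a block, 830 genes passed the paper's cutoff and 18 the adjusted one. Neither the paper nor the labels state that the number pairs libraries, so the block is an alternative without an established basis in the design. DESeq2, the tool named in the paper's methods, called 668 and 8 genes. Scaled by total counts in place of TMM, 153 of 435 genes were higher in QJSB, and on the deposited FPKM 161 of 554 were.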

Then, the top 300 differentially expressed genes between QJSB treatment and model group were identified, which included 172 upregulated and 128 downregulated genes. Comparing the leucopenia groups with the normal groups, the top 300 differentially expressed genes, with 14 upregulated and 286 downregulated genes, were detected. Additionally, comparing the leucogen groups with the leucopenia groups, the top 300 differentially expressed genes, with 177 upregulated and 123 downregulated genes, were also identified. 

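Between model and normal, 14752 genes were tested, of which 5670 passed the paper's cutoff (2641 higher and 3029 lower in model) and 5171 the adjusted cutoff (2368 higher and 2803 lower). The libraries of the groups were apart for 8187 genes, or 55.5% of those tested, where 10% are apart by chance. Among the first 300 genes by absolute log2 fold change, 13 were higher and 287 lower in model. This split moved most with a minimum of 10 counts in every library, under which 30 were higher, since such a minimum removes genes that fell to no counts. Without normal 3, 24 of the 300 were higher, and without normal 1, 22. Scaled by total counts, the median log2 fold change of all genes was 0.14, against 0.02 with TMM, and 3314 of 5879 genes were higher in model. The genes named for a comparison are the 3 largest rises and the 3 largest falls among genes past the adjusted cutoff with a mean normalized count of at least 50 and no overlap between the groups. Ms4a1 (ENSMUSG00000024673, chromosome 19, 11249675 to 11266241, GRCm38), which encodes the B cell antigen CD20, had 232 ± 25.8 CPM (SD, n = 3) in normal and 0.08 ± 0.13 CPM (SD, n = 3) in model, where the counts were 4, 0 and 0. Its log2 fold change was -11.33 (standard error 0.46, adjusted p = 5.9e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With so few counts in model the size of this fall is imprecise, which the standard error does not show. Standard errors of edgeR fold changes are given here as the absolute log2 fold change divided by the square root of the test's F. Alox15, a lipoxygenase gene, was at least 426-fold lower and Cacna1i, a calcium channel gene, at least 105-fold lower in model, whose libraries had at most 3 counts at either gene. The largest rises were at Saa3, a serum amyloid A gene at least 210-fold higher in model, at Cfb, which encodes complement factor B and was at least 66.1-fold higher, and at Gpnmb. Gpnmb (ENSMUSG00000029816), a gene of macrophages, rose from 0.28 ± 0.13 CPM (SD, n = 3) to 23.8 ± 7.09 CPM (SD, n = 3), a log2 fold change of 6.37 (standard error 0.38, adjusted p = 1.5e-05 from the same edgeR test). By lists of marker genes, RNA of erythroid cells (median log2 fold change -5.90 over 14 genes), mature B cells (-5.35 over 13), pre-B cells (-4.52 over 15) and eosinophils (-3.98 over 9) was lower in model, with adjusted p from 1.2e-10 to 8.1e-06 by limma's camera with Benjamini-Hochberg adjustment. Each of these lists also passed under fry. Saa3 has close paralogs, between which the authors' counting could have split reads.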

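Between leucogen and model, 14184 genes were tested, of which 4192 passed the paper's cutoff (1984 higher and 2208 lower in leucogen) and 3275 the adjusted one (1640 higher and 1635 lower). The libraries were apart for 6521 genes, 46.0% of those tested, against 10% by chance. The first 300 genes by absolute log2 fold change held 219 higher and 81 lower in leucogen. Leaving out 1 library moved the adjusted count most, to 1239 genes without leucogen 3 and 1724 without leucogen 1. With the trend of each library on GC content removed, a check chosen after the data were seen, 2251 of the 3275 genes were shared. Leucogen and model also differed in the shares of Gm26917 and Malat1. Neither the paper nor the labels name a batch, so a technical difference between these groups was not tested. The split of calls depended on the scaling: by total counts, with a median log2 fold change of -0.22 over all genes against -0.05 with TMM, 1377 of 4651 genes were higher, and on the deposited FPKM 1514 of 4757. Has2 (ENSMUSG00000022367, chromosome 15, 56665627 to 56694539), which encodes a hyaluronan synthase, had 0.89 ± 0.90 CPM (SD, n = 3) in model and 17.2 ± 5.15 CPM (SD, n = 3) in leucogen. Its log2 fold change was 4.33 (standard error 0.64, adjusted p = 0.00533 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aldh3b3 and Nt5e rose by 4.43 and 4.07 on the log2 scale (edgeR adjusted p = 0.00384 and adjusted p = 0.00149), and over the alternatives the adjusted p of Has2, Aldh3b3 and Nt5e reached at most 0.0267. The lowest log2 fold changes were those of Saa3 (-3.46), of Dntt, a gene of lymphocyte precursors (-3.23), and of Abca6 (-3.08). Their edgeR adjusted p of 0.0159, 0.0289 and 0.0350 rose to as much as 0.0661, 0.104 and 0.117 under the alternatives. Of the lists of marker genes, that of late neutrophils was higher (15 of 15 genes, median log2 fold change 2.56, adjusted p = 2.2e-07 from limma's camera with Benjamini-Hochberg adjustment), and those of promyelocytes (0 of 8 genes higher, median -0.97, camera adjusted p = 0.00118), pre-B cells (0 of 9 higher, median -2.78, camera adjusted p = 0.0142) and proliferation (3 of 20 higher, median -0.23, camera adjusted p = 0.0444) were lower. The proliferation list did not pass without leucogen 1 (camera adjusted p = 0.124) or without model 3 (camera adjusted p = 0.0832). Under fry none of these lists passed, and the smallest adjusted p among them was 0.0778, for promyelocytes.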

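Of the 300 genes that the paper lists for QJSB against model, 256 were tested, all 256 with the paper's sign. Of these, 166 passed the paper's cutoff and none the adjusted one. For model against normal, 230 of the 300 genes listed were tested, and all 230 had the paper's sign and passed both cutoffs. For leucogen against model, 185 were tested, all 185 with the paper's sign, with 181 past the paper's cutoff and 162 past the adjusted one. The genes not tested had too few counts for edgeR's filter. With at least 10 counts required in every library, 38 genes for model against normal, 222 for QJSB and 100 for leucogen were tested, and 38, 153 and 97 of them passed the paper's cutoff. With DESeq2 without a filter all 300 genes were tested in each comparison, and 300 for model against normal, 292 for QJSB and 295 for leucogen passed the paper's cutoff. With DESeq2, 8 of the QJSB genes and 193 of the leucogen genes passed the adjusted cutoff. The paper's lists for QJSB and for leucogen share 46 genes, all 46 with the same sign. Both drugs were compared with the same model libraries, which by itself makes signs alike.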

The details of the top 300 differentially expressed genes are listed in Supplementary Table S2. To identify potential affected pathways of QJSB, KEGG pathway enrichment analysis was performed using the top 300 differentially expressed genes between QJSB and model group. 

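Gene lists for 7 pathways, among them B cell receptor signaling and arachidonic acid metabolism, were written by hand from general knowledge, since the KEGG database was not used here, and the 300 genes of Supplementary Table S2 for QJSB were set against them. By Fisher's exact test on a background of 17134 genes, with Benjamini-Hochberg adjustment over 25 lists, the B cell receptor list shared 6 genes with the 300 where chance gives 0.683 (adjusted p = 6.9e-04). These were Blk, Blnk, Cd22, Cd79a and Cd79b, all 5 lower in QJSB in that table, and Jun, which was higher. The arachidonic acid list shared Alox15, Alox5, Cyp4f18 and Ggt5 (4 genes, 0.420 by chance, adjusted p = 0.00464 by the same Fisher's exact test). The NOD-like receptor list shared 4 genes (Camp, Gbp2, Il18 and Jun, adjusted p = 0.0352), the hematopoietic cell lineage list 4 (Cd22, Cd3d, Il7r and Itgam, adjusted p = 0.0392), the osteoclast differentiation list 4 (Jun higher and Blnk, Ctsk and Sirpb1a lower, adjusted p = 0.0489) and the ferroptosis list 3 (Alox15, Prnp and Slc7a11, adjusted p = 0.0714), all by Fisher's exact test. A second test, limma's camera with a preset inter-gene correlation of 0.01, used all genes tested. By camera, 25 of the 37 B cell receptor genes were higher in QJSB than in model (median log2 fold change 0.21, Benjamini-Hochberg adjusted p = 0.00585), as were 33 of 54 osteoclast differentiation genes (median 0.16, adjusted p = 0.0339). The B cell receptor genes shared with the 300 thus went mostly the other way from the list's median, and the mean log2 CPM of the list was 5.22 ± 0.19 (SD, n = 3) in model and 5.22 ± 0.07 (SD, n = 3) in QJSB. Without QJSB 2 both lists had an adjusted p = 0.0845, and without QJSB 3 the B cell receptor list had an adjusted p = 0.0831 and the osteoclast list an adjusted p = 0.0933. The osteoclast list did not pass without model 1 (adjusted p = 0.0550) or without model 2 (adjusted p = 0.0841) either. The arachidonic acid list had 14 of 20 genes higher (median 0.29, camera adjusted p = 0.118), and with the replicate number as a block its adjusted p was 0.00603. It was 0.00887 without QJSB 1 and 0.0339 without model 1. The medians of the hematopoietic cell lineage, NOD-like receptor and ferroptosis lists were 0.05, -0.03 and 0.04, with camera adjusted p of 0.787, 0.987 and 0.567. The median of the first of these fell to -0.07 without model 2, -0.11 without model 3 and -0.12 without QJSB 1, and that of the second rose to 0.04 without model 1 or model 2 and 0.09 without QJSB 1. Of the genes listed, 31 of 53 of the hematopoietic cell lineage list, 23 of 58 of the osteoclast list and 18 of 40 of the B cell receptor list also stand in another list, and the paper names 4 of the arachidonic acid list. By fry, which takes the correlation between genes from the data, none of the 25 lists passed (smallest adjusted p 0.993, against 6 lists by camera), and none did with camera's own estimate of the correlation.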

We found that “hematopoietic cell lineage,” “osteoclast differentiation, “B cell receptor signaling pathway, “NOD-like receptor signaling pathway,” “arachidonic acid metabolism,” and “Ferroptosis” were significantly enriched (*P* < 0.05) (Figure 4, left). 

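Gene Ontology was not used here either. A hand-written list of TGF-β signaling genes shared 4 genes with the 300 of Supplementary Table S2, Acvrl1, Cited2, Jun and Skil (0.560 by chance, adjusted p = 0.0113 by Fisher's exact test). Of the 31 genes of this list that were tested, 22 were higher in QJSB (median log2 fold change 0.23, camera adjusted p = 0.00585), and the adjusted p stayed at or under 0.0369 with each library left out in turn. A T cell list shared 1 gene, Cd3d, with the 300 (adjusted p = 0.448 by Fisher's exact test), and 2 of its 9 tested genes were higher in QJSB (median -0.41, camera adjusted p = 0.240).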

To further identify the biological processes, we did GO terms enrichment analysis and found the most significantly enriched terms are “homeostasis of number of cells,” “cellular response to TGF-β stimulus,” “TGF-β receptor signaling pathway,” “response to TGF-β,” “lymphocyte differentiation,” “regulation of immune effector process,” and “T cell activation” (Figure 4, right). The detail parameters of pathways and GO terms are shown in Tables 1, 2. These results indicate that QJSB may influence these pathways and biological process, thus increasing peripheral WBCs and platelets in leucopenia model mice.

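Lists of marker genes of marrow cell types show which RNA differed between QJSB and model. A list is read as the share of RNA from a cell type, not as a number of cells. All 15 genes of late neutrophils, such as Ltf, Camp, Ngp and Cd177, were higher in QJSB (median log2 fold change 1.04, camera adjusted p = 6.9e-05). All 11 tested genes of pre-B cells were lower (median -1.83, camera adjusted p = 2.9e-05), and of mature B cells all 7 were lower (median -0.39, adjusted p = 0.0416, without model 1 adjusted p = 0.277 and without QJSB 3 adjusted p = 0.179). The neutrophil and pre-B lists passed in every fit that left out a library, and neither passed by fry. The mean log2 CPM of the late neutrophil list was 8.23 ± 0.99 (SD, n = 3) in model, 9.29 ± 1.41 (SD, n = 3) in QJSB, 9.84 ± 0.05 (SD, n = 3) in normal and 10.6 ± 0.12 (SD, n = 3) in leucogen. By library it was 7.15, 9.09 and 8.47 in model 1 to 3 and 7.68, 10.3 and 9.91 in QJSB 1 to 3, so that each QJSB library lay above the model library of the same number, and QJSB 1 below model 2 and model 3. With the replicate number as a block, the neutrophil list had an adjusted p = 1.0e-18 and the pre-B list an adjusted p = 3.9e-13. With camera's own estimate of the correlation, without a block, their adjusted p were 0.892 and 0.880. Of the 10 splits of these 6 libraries, 8, the real one included, gave at least as many lists by camera, and 1 gave 17. Small camera p with the preset correlation are thus not taken at face value. The megakaryocyte list, of the cells that shed platelets, had a median of 0.12 (adjusted p = 0.656). It depended on model 1, without which it was 0.59 (adjusted p = 6.4e-07), and it was -0.25 without model 2 and -0.0031 without QJSB 1. The promyelocyte list had a median of 0.18 (adjusted p = 0.457), and without model 3 one of 0.38 (adjusted p = 0.0326). The NK cell list had a median of -0.35 (adjusted p = 0.264), without model 3 of -1.15 (adjusted p = 0.00473), and the interferon response list one of -0.21 (adjusted p = 0.294, without QJSB 2 adjusted p = 0.0498), which was 0.02 without QJSB 3. The erythroid list had a median of 0.10 (adjusted p = 0.987), which was 0.92 without model 1 (adjusted p = 7.6e-06), -0.22 without model 2, -0.45 without model 3, -0.34 without QJSB 1 and -0.03 without QJSB 2. The stroma and muscle lists, with medians of -0.02 and -0.07 (adjusted p = 0.748 for both), fell to -0.59 and -1.07 without QJSB 1 (adjusted p = 0.0176 and adjusted p = 0.00940), and the muscle list was at -0.64 without model 1 (adjusted p = 0.0339). The stroma median was positive without model 1 (0.12), QJSB 2 (0.15) or QJSB 3 (0.01), and the muscle median without model 2 (0.33), QJSB 2 (0.14) or QJSB 3 (0.15). The lists of monocytes (-0.29), macrophages (0.07), eosinophils (-0.05), basophils and mast cells (-0.13), stem and progenitor cells (-0.16), proliferation (0.06) and p53 targets (-0.03) did not pass in any of the camera fits, and the sign of each of these 7 medians or of its camera direction turned when certain libraries were left out, such as to a median of 0.33 without QJSB 3 for basophils and mast cells, and of -0.58 without QJSB 1 for eosinophils. All adjusted p here are from limma's camera with Benjamini-Hochberg adjustment over the lists of the comparison. From the terms enriched among its top 300 genes (Fig. 4), the paper proposes that QJSB acts on these pathways and processes and in this way raises white blood cells and platelets.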

**FIGURE 4:**
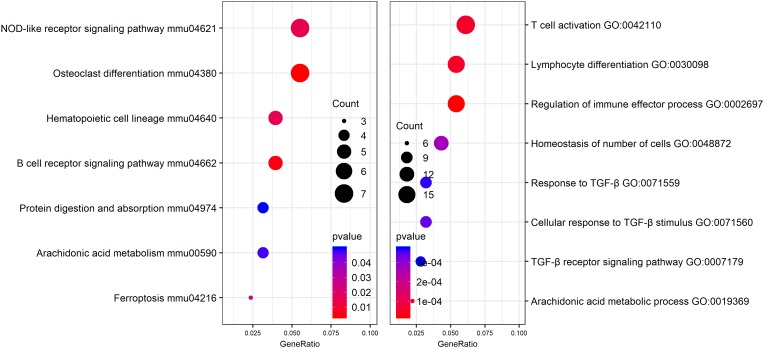
Pathway enrichment analysis and GO analysis. KEGG pathway enrichment analysis for top 300 differentially expressed genes in QJSB-treated mice is shown left. GO analysis for top 300 differentially expressed genes in QJSB-treated mice is shown right.

**Table 1:** Pathways enrichment analysis of differently expressed genes in bone marrow cells of QJSB-treated mice.

ID	Description	GeneRatio	*P*-value
mmu04380	Osteoclast differentiation	0.0550	0.0035
mmu04662	B cell receptor signaling pathway	0.0390	0.0049
mmu04621	NOD-like receptor signaling pathway	0.0550	0.0148
mmu04640	Hematopoietic cell lineage	0.0390	0.0154
mmu04216	Ferroptosis	0.0240	0.0248
mmu00590	Arachidonic acid metabolism	0.0310	0.0480
mmu04974	Protein digestion and absorption	0.0310	0.0497

**Table 2:** GO enrichment analysis of differently expressed genes in bone marrow cells of QJSB-treated mice.

ID	Description	GeneRatio	*P*-value
GO:0002697	Regulation of immune effector process	0.0540	0.0000
GO:0030098	Lymphocyte differentiation	0.0540	0.0001
GO:0042110	T cell activation	0.0610	0.0001
GO:0019369	Arachidonic acid metabolic process	0.0220	0.0001
GO:0048872	Homeostasis of number of cells	0.0430	0.0003
GO:0071560	Cellular response to TGF-β stimulus	0.0320	0.0003
GO:0071559	Response to TGF-β	0.0320	0.0004
GO:0007179	TGF-β receptor signaling pathway	0.0280	0.0004

### RWR-Based Evaluation of QJSB

As mentioned above, the top 300 differentially expressed genes were identified from leucopenia-normal groups, leucogen-leucopenia groups, QJSB-leucopenia groups, respectively. We took the top 300 genes of each set as seeds to apply the RWR algorithm. In total, 153 genes from leucopenia-normal groups were mapped to the background network and set as disease associated genes, while 252 genes from QJSB and 233 genes from leucogen were mapped and set as drug’s potential target genes. We calculated the Z-score as described in Materials and Methods. The results are listed in Table 3. As shown in Table 3, the Z-score for QJSB is 6.156 (larger than 3), and it is 10.823 for leucogen. These results suggest that QJSB and leucogen have significant effects against leucopenia in mice from perspective of network analysis.

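The network score needs a protein network that was not used here. The fold changes themselves show how far each drug moved genes against the change from normal to model. Across 14118 genes, the log2 fold changes of QJSB against model and of model against normal had a Pearson's r of -0.064, and of 4664 genes past the adjusted cutoff in model against normal, 52.9% moved the opposite way in QJSB. Genes are not independent replicates, and both comparisons share the model libraries, which gives a negative r with no drug effect. In 50 simulated data sets where the drug group had the expected counts of model, r was on average -0.157 (from -0.191 to -0.127) and the opposite share 59.4% (from 58.0% to 60.7%). For leucogen, r was -0.299 across 13972 genes and the opposite share 70.4% of 4625 genes, where the simulations gave -0.143 (from -0.170 to -0.106) and 58.1% (from 56.9% to 60.1%). The QJSB value depended on single libraries: r was -0.265 without model 1, -0.149 without model 2 and 0.017 without QJSB 1. With DESeq2 it was -0.249 over 20862 genes with no filter on low counts, so the tool and the filter changed together. Over the genes past the adjusted cutoff in model against normal, r was -0.0736 with DESeq2 and -0.0648 with edgeR. Leucogen stayed between -0.384 and -0.246 in the fits that left out a library. Each model library was also set against the mean of the other model libraries. For model 1 to 3, r was -0.421, -0.182 and 0.167, with opposite shares of 59.9%, 60.8% and 32.3%. Single leucogen libraries, with each model library left out in turn, gave r from -0.268 to -0.142 and shares from 63.3% to 71.6%. Their r thus lay within the range of untreated model libraries, and their shares above it. The simulations treat genes as independent, so their range is narrower than that of real mice. For each gene they give all groups the same spread. Model replicates differed more (chi-square per degree of freedom 44.8 to 59.3) than those of leucogen (13.9 to 19.4). The simulations thus understate the noise of the shared model libraries, and are not a fair reference for leucogen. They also draw the QJSB libraries independently of those of model, while deviations of same-numbered libraries of these groups correlated (0.426, 0.123 and 0.107), which brings r with no drug effect nearer to 0, so the simulated values are not a fair reference for QJSB. The mean distance of a library to the mean of the normal libraries, as the root mean square of log2 CPM, was 1.30 ± 0.116 (SD, n = 3) in model, 1.36 ± 0.063 (SD, n = 3) in QJSB (exact two-sided permutation p = 0.7 against model) and 1.35 ± 0.028 (SD, n = 3) in leucogen (exact p = 0.6), with 0.1 as the smallest p that 3 against 3 allow.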

**Table 3:** The effect scores of QJSB and leucogen on leukopenia.

Drug	QJSB	Leucogen
Overlap	252	233
Revelance	0.1248	0.1590
Z-score	6.1560	10.8230

### Differential Metabolites Identificationand Metabolic Pathway Analysis

The plasma samples were subjected to LC/MS analysis in both the positive ion mode (ESI+) and negative ion mode (ESI-). To discriminate the metabolic profiles among normal, model control and QJSB group, we performed clustering analysis using PCA, and the supervised PLS-DA and OPLS-DA. The plasma sample from different groups tended to separated according to the PCA plots either in ESI+ or ESI-mode (Figure 5A). Furthermore, the PLS-DA score scatter plots further evidenced the significant separation among the normal, model and QJSB groups either in ESI+ or ESI-mode (Figure 5B). To further identify the significant metabolites contributing to the classifications among these three groups, supervised OPLS-DA was adopted between two groups either in the ESI+ or ESI- modes together. The permutations plot was used to assess the OPLS-DA model and the results showed the model was highly significant and non-overfitting (Supplementary Figure S1). The quality of the OPLS-DA model was shown in Supplementary Table S3. The result suggested that there was the remarkable separation in model vs. normal and model vs. QJSB. There were 51 and 47 metabolites differently regulated in leucopenia (vs. normal) and QJSB treatment (vs. leucopenia model) mice, respectively (Supplementary Table S4). Then, in order to identify the key metabolic pathway, we did metabolic pathway enrichment analysis using MetaboAnalyst 4.0 (Tables 4, 5). As shown in Figure 6A, in leucopenia model (vs. normal), the differential metabolites primarily participate in glycerophospholipid metabolism, primary bile acid biosynthesis phenylalanine, tyrosine and tryptophan biosynthesis and phenylalanine metabolism. These metabolic anomalies were found to be primarily involved in lipid metabolism and amino acid metabolism. After QJSB treatment (vs. leucopenia model), the differential metabolites also were primarily enriched in lipid metabolism (glycerophospholipid metabolism, ether lipid metabolism, and linoleic acid metabolism) and amino acid metabolism (tryptophan metabolism) (Figure 6B). The results indicate that QJSB is likely involved in the modulation of the metabolic disorders.

**FIGURE 5:**
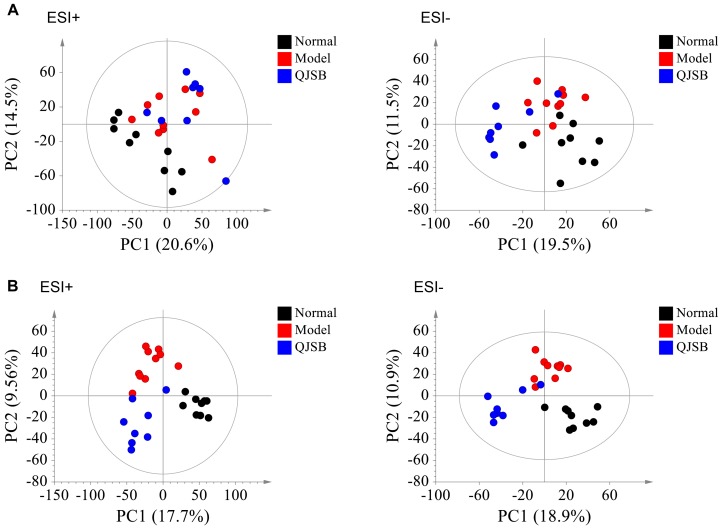
Analysis of metabolic profiles from normal, model and QJSB groups based on UPLC-QTOF-MS. The SIMCA-derived PCA **(A)** and PLS-DA **(B)** score plot among three groups either in ESI+ or ESI– mode, respectively.

**Table 4:** Pathways enrichment analysis of differential metabolites in bone marrow cells of model mice.

Term	Total	Expected	Hits	Raw *P*-value
Phenylalanine, tyrosine, and tryptophan biosynthesis	4	0.0565	1	0.0553
Glycerophospholipid metabolism	30	0.4234	2	0.0650
D-Glutamine and D-glutamate metabolism	5	0.0706	1	0.0687
Taurine and hypotaurine metabolism	8	0.1129	1	0.1077
Limonene and pinene degradation	8	0.1129	1	0.1077
Phenylalanine metabolism	11	0.1553	1	0.1452
Glycosylphosphatidylinositol (GPI)-anchor biosynthesis	14	0.1976	1	0.1812
Citrate cycle (TCA cycle)	20	0.2823	1	0.2489
Butanoate metabolism	22	0.3105	1	0.2702
Alanine, aspartate, and glutamate metabolism	24	0.3387	1	0.2910
Primary bile acid biosynthesis	46	0.6493	1	0.4855
Purine metabolism	68	0.9598	1	0.6286
Aminoacyl-tRNA biosynthesis	69	0.9739	1	0.6341
Steroid hormone biosynthesis	72	1.0162	1	0.6501

**Table 5:** Pathways enrichment analysis of differential metabolites in bone marrow cells of QJSB-treated mice.

Term	Total	Expected	Hits	Raw *P*-value
Glycerophospholipid metabolism	30	0.3387	3	0.0040
Synthesis and degradation of ketone bodies	5	0.0565	1	0.0553
Linoleic acid metabolism	6	0.0677	1	0.0660
Alpha-Linolenic acid metabolism	9	0.1016	1	0.0974
Ether lipid metabolism	13	0.1468	1	0.1378
Glycosylphosphatidylinositol (GPI)-anchor biosynthesis	14	0.1581	1	0.1476
Butanoate metabolism	22	0.2484	1	0.2225
Steroid biosynthesis	35	0.3952	1	0.3312
Arachidonic acid metabolism	36	0.4065	1	0.3390
Tryptophan metabolism	40	0.4517	1	0.3691
Purine metabolism	68	0.7678	1	0.5467

**FIGURE 6:**
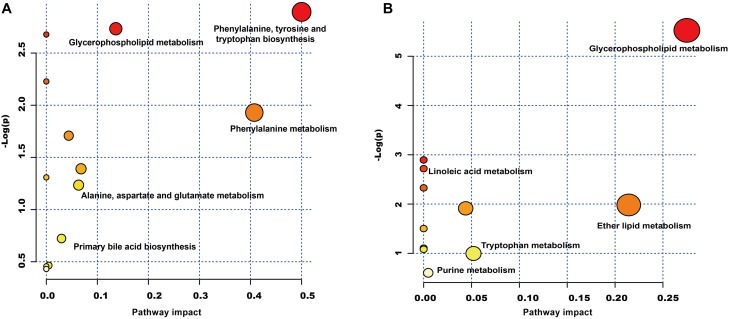
Metabolic pathway analysis of the differential metabolites using the MetaboAnalyst 4.0. **(A)** Representative pathway analysis of the metabolites in leucopenia mice. **(B)** Representative pathway analysis of the metabolites in QJSB-treated mice. All the matched pathways are displayed as circles. The color and size of each circle was based on the *P*-value and pathway impact value, respectively. The smaller *P*-value means the pathway with higher levels of significance.

### Correlation Networks Construction of Differential Genes and Metabolites

In order to obtain a comprehensive view of the complex mechanisms of QJSB, we combined the transcriptomics-based network pharmacology and metabolomics data to obtain a system-wide view of the therapeutic mechanism of QJSB. Using the Metscape plugin of Cytoscape, we constructed the correlation network between the differential genes and differential metabolites regulated in QJSB-treated mice to analyze their potential relationships. The results suggested that a lot of metabolites and genes were in the same metabolic pathways, including glycerophospholipid metabolism, linoleate metabolism, squalene and cholesterol biosynthesis, glycine, serine, alanine and threonine metabolism, histidine metabolism, tryptophan metabolism, purine and pyrimidine metabolism, etc. As shown in Figure 7, these metabolic pathways mainly were mainly grouped into three classes: lipid metabolism, amino acid metabolism and nucleotide metabolism.

**FIGURE 7:**
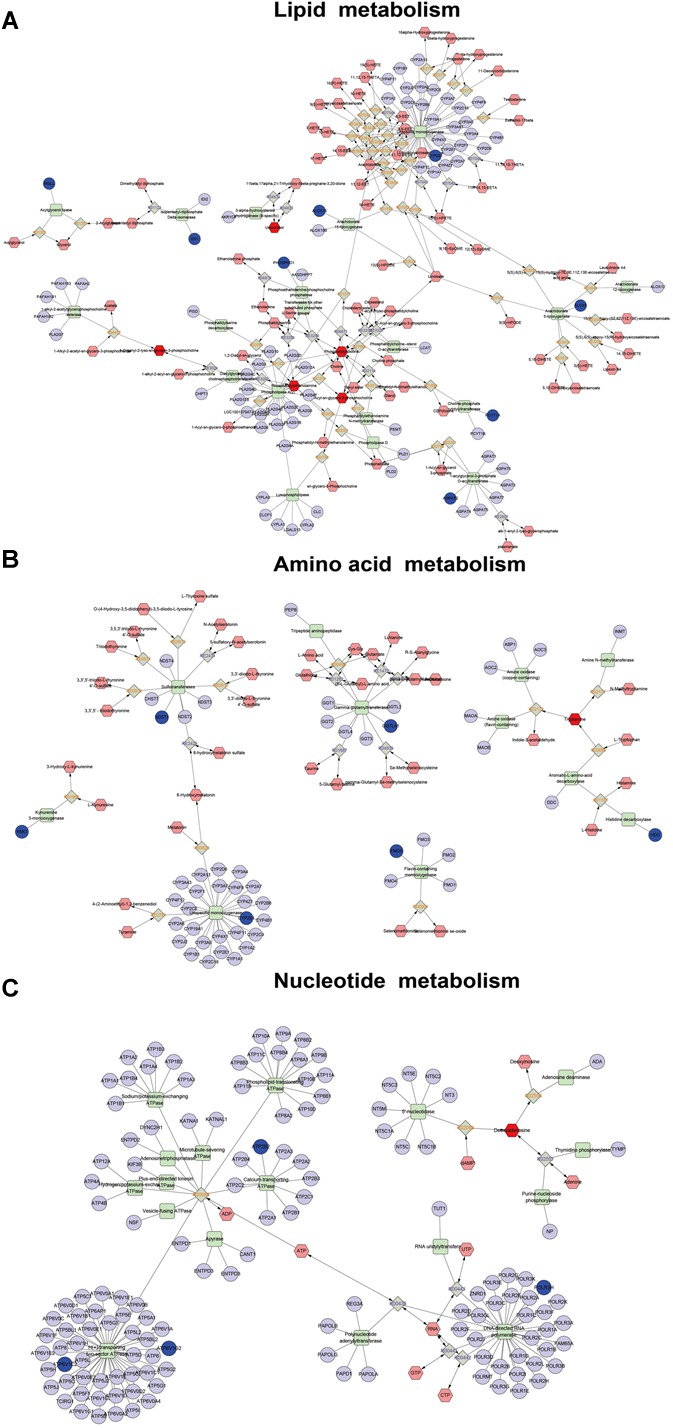
Correlation networks construction, including lipid metabolism **(A)**, amino acid metabolism **(B)**, and nucleotide metabolism **(C)**, between the differential metabolites and differentially expressed genes. The dark red hexagonal represents detected metabolites, the shallow red hexagonal represents in-direct metabolites. The green square represents protein (enzyme). The blue circle represents genes that code for corresponding proteins.

In the lipid metabolic pathways, the levels of metabolites such as phosphatidylcholine (lecithin) and 2-lysolecithin were elevated, and the expression of some genes encoding important metabolic enzymes like Pcyt1a, Phospho1, Cyp4f18, Alox5, and Ggt5 were also augmented by QJSB treatment. 

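These 5 genes were compared in the bone marrow libraries of QJSB and model. The unadjusted edgeR P enters only through the paper's cutoff. The exact permutation tests are two-sided, with 0.1 as the smallest p that 3 against 3 allow. Pcyt1a (ENSMUSG00000005615, chromosome 16, 32430921 to 32475070, GRCm38), which encodes an enzyme of phosphatidylcholine synthesis, had 125 ± 15.3 CPM (SD, n = 3) in QJSB and 58.9 ± 33.8 CPM (SD, n = 3) in model. Its log2 fold change was 1.07 (standard error 0.35, exact permutation p = 0.1), and it passed the cutoff in every fit that left out a library. Phospho1 (ENSMUSG00000050860, chromosome 11, 95824499 to 95832140), a phosphatase of phosphocholine, had 4.25 ± 2.28 CPM (SD, n = 3) and 1.85 ± 0.27 CPM (SD, n = 3). The log2 fold change was 1.18 (standard error 0.47, exact permutation p = 0.3), which passed the cutoff with all libraries and without QJSB 1 (1.56), but not without QJSB 2 (0.86), QJSB 3 (1.02), model 1 (1.07), model 2 (1.20) or model 3 (1.27), nor on FPKM (0.83). Alox5 (ENSMUSG00000025701, chromosome 6, 116410077 to 116461178), which encodes 5-lipoxygenase, had 106 ± 63.7 CPM (SD, n = 3) and 38.6 ± 16.2 CPM (SD, n = 3). At 1.44 (standard error 0.53, exact permutation p = 0.3), its log2 fold change passed the cutoff, but not without QJSB 2 (0.95), QJSB 3 (1.44) or model 1 (1.13), nor with no filter on low counts (1.45). Cyp4f18 (ENSMUSG00000003484, chromosome 8, 71988482 to 72009626), a cytochrome P450 of leukotriene B4 breakdown that lies among similar genes, had 21.7 ± 15.5 CPM (SD, n = 3) and 8.59 ± 2.79 CPM (SD, n = 3). Ggt5 (ENSMUSG00000006344, chromosome 10, 75589340 to 75617200), a gamma-glutamyltransferase of leukotriene C4, had 16.4 ± 9.50 CPM (SD, n = 3) and 8.35 ± 1.50 CPM (SD, n = 3). With log2 fold changes of 1.32 (standard error 0.63) and 0.95 (standard error 0.47), neither passed the cutoff (exact permutation p = 0.4 for both). Both passed it with the replicate number as a block (1.02 and 0.76), with DESeq2, with all 12 libraries in one fit, and without QJSB 1 (1.78 and 1.36). The Benjamini-Hochberg adjusted p of edgeR was 0.767 for each of the 5 genes, and over the alternatives the adjusted p of Alox5 ran down to 0.0378. With each library left out, the fold changes stayed positive, from 0.58 at Ggt5 to 1.83 at Alox5. Library QJSB 1 had 5.26 CPM at Cyp4f18, against 36.2 and 23.6 in QJSB 2 and QJSB 3. Over the 26 tested genes that the paper names from the transcriptome, 20 were higher in QJSB, 15 passed the paper's cutoff, none passed adjusted over all genes and 2 did so adjusted over the list alone. The paper chose this list on these samples, so the last number is not independent evidence.

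**Figure D2:**
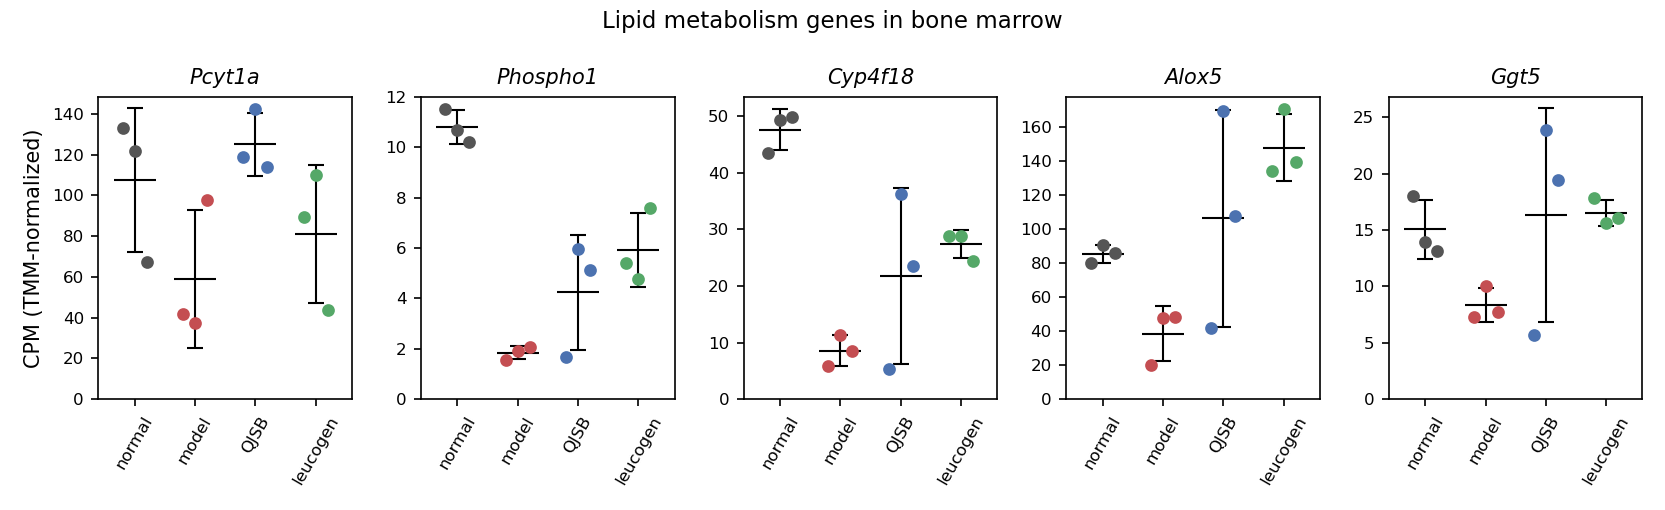
TMM-normalized CPM of Pcyt1a, Phospho1, Cyp4f18, Alox5 and Ggt5 (y axes, linear) in normal, model, QJSB and leucogen (x axes). Each point is 1 mouse, and lines give the mean and SD of 3; QJSB 1 is the lowest QJSB library at 4 of the genes, and at Pcyt1a it lies between the others.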

Amino acids and nucleotides are essential components of proteins and nucleic acids, respectively, and amino acid metabolism and nucleotide metabolism play an important role in biological synthesis and metabolism of amino acids and nucleotides (Gutteridge and Coombs, 1977; Ballantyne, 2001; Bender, 2012). In these metabolic pathways, the level of the metabolite tryptamine and the expression of GGTLA1, HDC, NDST1, and ATP6V1C2 were increased, while the level of the metabolite deoxyadenosine and the expression of ATP6V1G2, ATP2B2, and POLR3H were decreased. These results suggested that QJSB might affect biological synthesis and metabolism of amino acids and nucleotides by regulating amino acid metabolism and nucleotide metabolic pathways.

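Ggt5 is the mouse gene of the enzyme also called GGTLA1. Hdc (ENSMUSG00000027360), histidine decarboxylase, lies on chromosome 2 from 126593667 to 126619299 and had 69.9 ± 10.7 CPM (SD, n = 3) in QJSB and 37.8 ± 5.81 CPM (SD, n = 3) in model. The log2 fold change was 0.87 (standard error 0.19), it passed the paper's cutoff in every fit that left out a library, and every QJSB library lay above every model library. Ndst1 rose by 0.83 on the log2 scale (standard error 0.29) and passed the cutoff, but not without QJSB 2 (0.45) or model 2 (0.84). Atp6v1c2, with 1.87 ± 1.78 CPM (SD, n = 3) against 0.48 ± 0.27 CPM (SD, n = 3), rose by 1.94 and did not pass, though it did with the block (1.69), with DESeq2, with no filter on low counts, with all 12 libraries in one fit and without QJSB 1 (2.44). Atp6v1g2 (ENSMUSG00000024403, chromosome 17, 35233660 to 35238767) had 7.07 ± 2.91 CPM (SD, n = 3) in QJSB and 3.71 ± 1.12 CPM (SD, n = 3) in model. This rise of 0.91 on the log2 scale (standard error 0.39) passed the cutoff, but not without QJSB 2 (0.58), QJSB 3 (0.92), model 1 (0.69) or model 2 (0.97), nor scaled by total counts (0.81), with all 12 libraries in one fit (0.93) or on FPKM (0.70). Atp2b2 was not tested for lack of counts. It had 2, 1 and 28 counts in QJSB 1 to 3, and 1, 2 and 1 in the model libraries, which are at the floor of 3 counts. Of the other genes drawn in Fig. 7, Idi1 rose by 0.86 and passed, but not with the block (0.86), with all 12 libraries in one fit or without QJSB 2 (0.56) or model 2 (0.59). Mgll (1.32), Agpat2 (0.94) and Fmo5 (0.86) rose without passing, and each passed with DESeq2, with the block (1.62, 0.80 and 0.72) and without 1 library, which was model 1 for Mgll (2.43), QJSB 3 for Agpat2 (1.27) and QJSB 1 for Fmo5 (1.25). Mgll also passed with no filter on low counts, with all 12 libraries in one fit and on FPKM (1.24). Kmo fell by 0.92 and passed, but not without QJSB 2 (-0.75), QJSB 3 (-0.73) or model 1 (-0.53). Alox15 had 12, 20 and 7 counts in QJSB and 3, 2 and 0 in model, too few to be tested.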

### QJSB Increased the Gene Expression of Ggt5, Cyp4f18, Pcyt1a, Alox5, and Phospho1 in Leucopenia Model Mice

To further investigate the effects of QJSB on the regulation of metabolic pathways, we measured the expression of five genes, Ggt5, Cyp4f18, Pcyt1a, Alox5, and Phospho1, according to our previous data. They are key genes encoding important metabolic enzymes. RT-qPCR was performed in bone marrow cells from leucopenia model mice induced by cyclophosphamide. Compared to the normal control, the expressions of Ggt5, Cyp4f18, Pcyt1a, Alox5, and Phospho1 were significantly decreased in leucopenia model groups. QJSB significantly increased the mRNA levels of these genes (Figure 8, *P* < 0.01). These results are consistent with our data from transcriptomics analysis.

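In the RNA sequencing libraries, Phospho1 had a log2 fold change of -2.54 in model against normal (standard error 0.22, adjusted p = 7.6e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cyp4f18 had one of -2.47 (standard error 0.24, adjusted p = 1.2e-04), Alox5 of -1.15 (standard error 0.31, adjusted p = 0.0221) and Ggt5 of -0.85 (standard error 0.21, adjusted p = 0.0129), by the same edgeR test. Pcyt1a, at 107 ± 35.2 CPM (SD, n = 3) in normal, was not distinguishable between the groups (log2 fold change -0.86, standard error 0.43, edgeR adjusted p = 0.158). It passed the paper's cutoff with DESeq2, without model 3 (-1.44) and without normal 3 (-1.10), and in no other setting. Over the alternatives, the adjusted p reached at most 7.3e-04 for Phospho1 and 0.00338 for Cyp4f18, while those of Alox5 (0.0672) and Ggt5 (0.0987) went over 0.05. In leucogen against model, Phospho1 and Cyp4f18 rose by 1.68 each, Alox5 by 1.95 and Ggt5 by 0.99, with edgeR adjusted p from 0.00336 to 0.00916, and Pcyt1a by 0.47 (edgeR adjusted p = 0.498), which rose by 1.07 without model 3 and then passed the paper's cutoff.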

**FIGURE 8:**
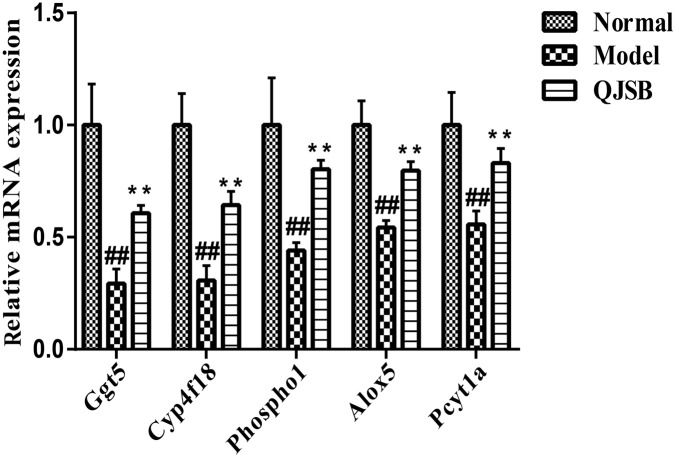
The effects of QJSB on the expression of five lipid metabolism related genes (Ggt5, Cyp4f18, Phospho1, Alox5, and Pcyt1a) in bone marrow cells from leucopenia model mice. Data are presented as means ± SD. ## represents *P* < 0.01 vs. normal group and ^∗∗^ represents *P* < 0.01 vs. model group.

## Discussion

Leucopenia is a very common adverse reaction induced by chemotherapy (Xu et al., 2011; Cui et al., 2015). In China, TCM formulae have been widely used to treat leucopenia. Among them, QJSB is a newly developed TCM formula and has been used clinically. In this study, our experiments conclude that QJSB has protective effects against leucopenia. As the theory of pharmachemistry of TCM, more scientists accept the viewpoint that the effective constituents may be detected in serum (Wang, 2006). We have identified 24 prototype compounds in the serum of rats after the oral administration of QJSB (Wu et al., 2018), which revealed the potential active substances of the formula to some extent (Supplementary Table S5). The network pharmacology technology is a powerful tool to investigate the therapeutic effects and molecular mechanisms (Zhao et al., 2009; Zhang et al., 2017). We also employed a transcriptomics-based network pharmacology approach to determine that the mechanism was involved in the cell proliferation and differentiation, metabolism response and immunologic function. Functional enrichment analysis was performed to explore the biological processes of the top 300 differentially expressed genes. Usually, the top 300 differentially expressed genes under the treatment of a drug are regarded as the drug’s potential target genes, and the top 300 differentially expressed genes between the model and control groups are regarded as disease associated genes. The relevant parameters between the drug’s potential target genes and disease associated genes and the Z-score were calculated to evaluate the effect of drugs. A Z-score value greater than 3 often indicates a statistically significant deviation between the actual value and the random ones (Fang et al., 2017). In this study, the Z-score was 6.156. Thus, QJSB might have significant effects against leucopenia disease. Using the transcriptomics-based network pharmacology and metabonomics technology, we propose a model for QJSB multi-pathways treatment mechanism (Figure 9). We concluded that QJSB mainly participates in the metabolism response, cell proliferation and differentiation, and the immune response, etc.

**FIGURE 9:**
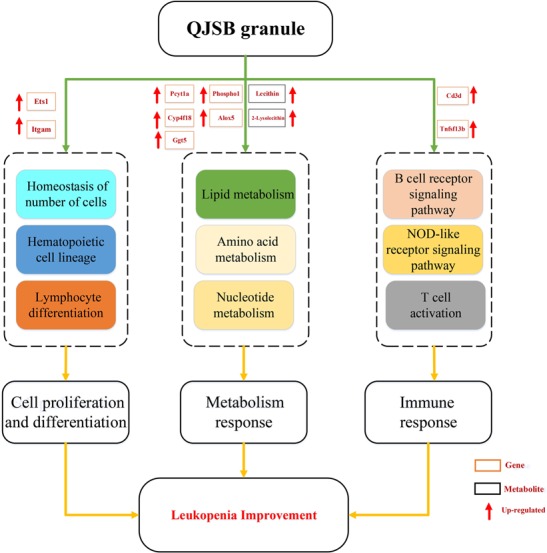
Multi-pathways treatment mechanism of QJSB on leucopenia in mice. The orange rectangle represents the key gene and the black rectangle represents the key metabolite. Red arrow represents up-regulated.

The hematopoietic cell lineage is mainly involved in blood cells development progresses from a rare population of hematopoietic stem cells (HSCs). HSCs can undergo either self-renewal or differentiation into multilineage committed progenitor cells: common lymphoid progenitors (CLPs) or common myeloid progenitors (CMPs), and successively become more restricted in their differentiation capacity. They finally generate functionally mature cells such as lymphocytes, granulocytes, monocytes, and erythrocytes, et al. Among them, lymphocytes, including B and T cells, constitute a major proportion (more than 80%) of leukocytes (Dintzis and Treuting, 2011; O’Connell et al., 2015). B and T cells are the primary effector cells during the adaptive immune response (Medzhitov and Janeway, 1997; Iwasaki and Medzhitov, 2015). B cell receptor signaling pathway is involved in B lymphocyte proliferation, differentiation, survival and activation (Jacob et al., 2002; Schweighoffer et al., 2013; Reth and Nielsen, 2014). T cell activation is a vital event for immune system, and only the activated T cell can exert an efficient immune response. Cd3d and Tnfsf13b are key genes in these pathways. The protein encoded by Cd3d is part of the T-cell receptor/CD3 complex and is involved in T-cell activation and signal transduction. Cd3d-deficient patients show a complete block in T cell development. Deficiency of Cd3d also impairs T cell-dependent functions of B cells and causes severe immunodeficiency (de Saint Basile et al., 2004; Gil et al., 2011; Munoz-Ruiz et al., 2016). The protein encoded by Tnfsf13b plays roles in the survival and maturation of both of B and T cells (Pfister et al., 2011; Liu et al., 2016). Besides lymphocytes, both eosinophils and basophils are also involved in the immune response (Jacobsen et al., 2011; Voehringer, 2011). The imbalance of eosinophils and basophils might also affect the hematopoiesis (Tebbi et al., 1980; Enokihara et al., 1996; Schneider et al., 2010). 

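In the bone marrow libraries, Cd3d (ENSMUSG00000032094), a subunit of the T cell receptor complex on chromosome 9 from 44981793 to 44987052 of GRCm38, had 5.69 ± 4.99 CPM (SD, n = 3) in QJSB, 2.14 ± 0.80 CPM (SD, n = 3) in model and 16.5 ± 1.61 CPM (SD, n = 3) in normal. The log2 fold change of QJSB against model was 1.39 (standard error 0.69, exact two-sided permutation p = 0.4) and did not pass the paper's cutoff. Tnfsf13b (ENSMUSG00000031497), which encodes the B cell activating factor BAFF on chromosome 8 from 10006843 to 10035441, had 4.40 ± 2.88 CPM (SD, n = 3) in QJSB, 2.06 ± 0.43 CPM (SD, n = 3) in model and 13.9 ± 1.58 CPM (SD, n = 3) in normal, and did not pass either (log2 fold change 1.08, standard error 0.51). Both genes passed the cutoff with the replicate number as a block (1.07 and 0.89), with DESeq2, with all 12 libraries in one fit and without QJSB 1 (1.86 and 1.47), and Tnfsf13b also with no filter on low counts. In QJSB 1, Cd3d was at 1.40 CPM, within the model range, and in QJSB 2 and QJSB 3 it was at 11.2 and 4.51 CPM. From normal to model they had log2 fold changes of -2.95 and -2.75 (edgeR adjusted p = 1.5e-04 and adjusted p = 7.1e-05).

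**Figure D3:**
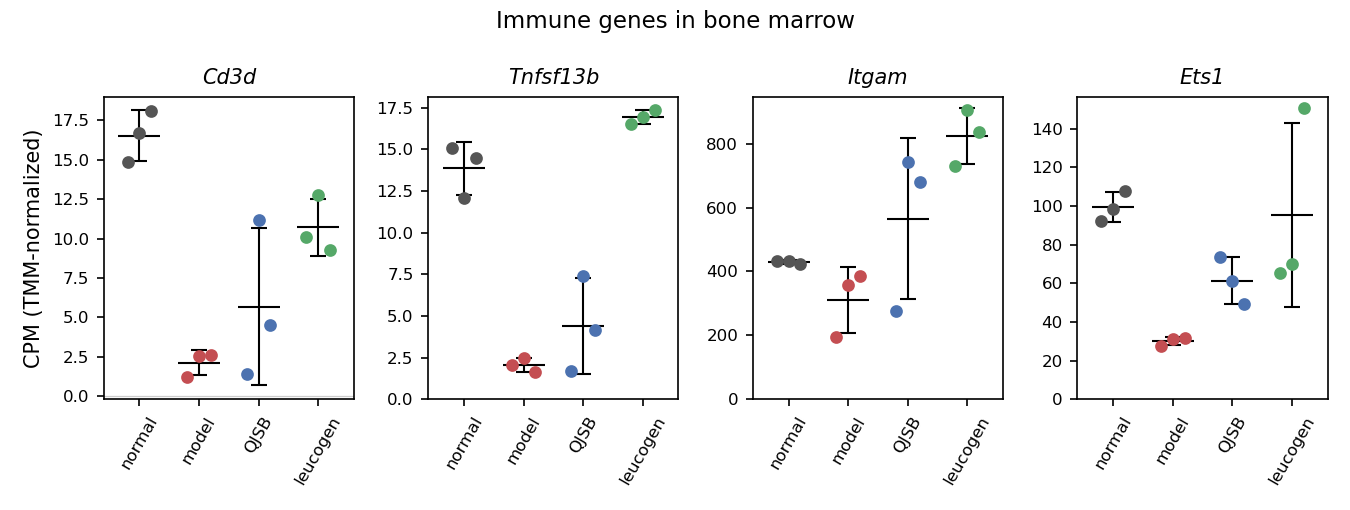
TMM-normalized CPM of Cd3d, Tnfsf13b, Itgam and Ets1 (y axes, linear, from 0) in normal, model, QJSB and leucogen (x axes). Each point is 1 mouse, and lines give the mean and SD of 3; at Ets1 every QJSB library lies above every model library, and at the other genes the groups overlap.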

In this study, the expression levels of Cd3d and Tnfsf13b were both up-regulated in QJSB group and recovered the abnormity of eosinophils and basophils induced by cyclophosphamide. These data indicate that QJSB might participate in the regulation of the immune effector process.

Although most HSCs normally exist in a quiescent or dormant state (Wilson et al., 2008), some of them divide and support the production of all mature blood cell types through multiple intermediate progenitor stages, during the steady state, and in response to urgencies to maintain blood cell number homeostasis (Busch et al., 2015; Sawai et al., 2016; Grinenko et al., 2018). Itgam is mainly involved in adhesion and migration of leukocytes. It is necessary for HSCs expansion *in vitro* and engraftment *in vivo* (Prashad et al., 2015). Patients with Itgam variants have reduced switched memory B-cell counts (Maggadottir et al., 2015). Ets1 is a key transcription factor required for CD8 T cell differentiation (Zamisch et al., 2009). It is a critical regulator of group 2 innate lymphoid cells expansion and cytokines production (Zook et al., 2016). In this study, the different expression genes of Itgam and Ets1 are simultaneously enriched in QJSB group (vs. leucopenia group). These data indicate that HSCs expansion, lymphocyte differentiation and cytokines production may also be involved in the protective mechanism of QJSB.

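Itgam (ENSMUSG00000030786, chromosome 7, 128062640 to 128118491, GRCm38) had 566 ± 254 CPM (SD, n = 3) in QJSB and 312 ± 103 CPM (SD, n = 3) in model. Its log2 fold change of 0.84 (standard error 0.40) did not pass the paper's cutoff, though it did with the replicate number as a block (0.78), with DESeq2, with all 12 libraries in one fit and without QJSB 1 (1.17). Ets1 (ENSMUSG00000032035, chromosome 9, 32636221 to 32757820) had 61.2 ± 12.1 CPM (SD, n = 3) in QJSB, 30.2 ± 2.26 CPM (SD, n = 3) in model and 99.6 ± 7.81 CPM (SD, n = 3) in normal. The log2 fold change of QJSB against model was 1.01 (standard error 0.19), between 0.86 and 1.15 with each library left out, and past the paper's cutoff in each of these fits.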

Hematopoiesis-related cytokines are important factors for the regulation of hematopoietic function (Alexander, 1998). For example, IL-6 was first identified and characterized as a lymphocyte-stimulating factor according to its ability to promote the activation and population expansion of T cells, the differentiation and survival of B cells, and the regulation of the acute-phase response (Hunter and Jones, 2015). G-CSF, also known as colony-stimulating factor 3 (Csf3), is the major hematopoietic growth factor involved in the control of neutrophil development. G-CSF supports the proliferation, survival, and differentiation of neutrophilic progenitor cells *in vitro* and provides non-redundant signals for the maintenance of steady-state neutrophil levels *in vivo* (van de Geijn et al., 2003). G-CSF also participates in the development of other myeloid lineages, the mobilization of HSCs and myeloid cell migration (Liongue et al., 2009). To determine how G-CSF was regulated by QJSB, we constructed a subnetwork by extracting the links between G-CSF and differentially expressed genes under the treatment of QJSB from our background PPI network, i.e., the STRING network (Supplementary Figure S2). This network shows that G-CSF interacts with a group of differentially expressed genes, including Itgam, Il7r, Il18, Ccr2, Dpp4, Jun, and Ltf. Among these genes, Itgam and G-CSF receptor (CSF3R) are two markers of granulocyte differentiation and it was found that G-CSF could decrease Itgam expression (Lantow et al., 2013; Lin et al., 2015). 

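Of the genes named, Il7r fell by 1.47 in QJSB against model on the log2 scale (standard error 0.56) and Dpp4 fell by 1.00 (standard error 0.40). Both passed the paper's cutoff, but neither did without model 1 (-0.89 and -0.62), model 2 (-1.52 and -0.99), QJSB 2 (-1.22 and -0.83) or QJSB 3 (-1.27 and -0.83), or with no filter on low counts, and Dpp4 did not on FPKM (-1.02). Jun rose by 1.01 (standard error 0.37) and passed, but not without QJSB 2 (0.60), model 1 (0.95) or model 2 (0.87). Ltf, the lactoferrin gene of neutrophil granules, had 2571 ± 1831 CPM (SD, n = 3) in QJSB and 877 ± 538 CPM (SD, n = 3) in model, a log2 fold change of 1.53 (standard error 0.75). It did not pass the cutoff, but did with the replicate number as a block (1.41), with DESeq2, with all 12 libraries in one fit, without QJSB 1 (1.99) and without model 2 (2.02). Csf3r, the receptor gene, had 294 ± 63.0 CPM (SD, n = 3) and 247 ± 101 CPM (SD, n = 3), with a log2 fold change of 0.24 (standard error 0.30), and of 0.61 without model 3, where it passed the cutoff. For Csf3 itself, 1 count was found in QJSB 2 and 0 in the other libraries, so its RNA was not detectable in marrow at this depth. Il6 had 1.37 ± 0.25 CPM (SD, n = 3) in normal and 0.21 ± 0.13 CPM (SD, n = 3) in model.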

IL-18 (interleukin-18) is involved in the hematopoietic progenitor cell growth and stimulates the secretion of IL-6 and the expression of G-CSF mRNA in splenic adherent cells (Ogura et al., 2001). Additionally, IL-18 treatment increases the serum G-CSF level in C57BL/6 mice (Kinoshita et al., 2011). It was reported that when immortalized bone marrow progenitors are induced by G-CSF to differentiate into mature neutrophils, the CCR2 gene is strongly activated and CCR2 play a critical role in monocyte recruitment (Iida et al., 2005). G-CSF also increases CCR2 protein expression of THP-1 monocytes (Chen et al., 2008). 

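In the bone marrow libraries, Il18 (ENSMUSG00000039217, chromosome 9, 50575273 to 50581837, GRCm38) had 2.01 ± 0.82 CPM (SD, n = 3) in QJSB and 5.29 ± 1.90 CPM (SD, n = 3) in model. The log2 fold change was -1.41 (standard error 0.41, exact two-sided permutation p = 0.1), between -1.79 and -1.15 with each library left out, and past the paper's cutoff each time. Ccr2 (ENSMUSG00000049103, chromosome 9, 124101950 to 124113557) had 208 ± 87.4 CPM (SD, n = 3) in QJSB and 411 ± 151 CPM (SD, n = 3) in model, and fell by 1.00 on the log2 scale (standard error 0.37), past the cutoff. It did not pass with the replicate number as a block, nor without QJSB 2 (-0.72), QJSB 3 (-0.97), model 1 (-0.99) or model 2 (-0.71). Neither gene passed after Benjamini-Hochberg adjustment over all genes in edgeR (adjusted p = 0.767 for both). Over the alternatives the lowest adjusted p was 0.161 for Il18 and 0.181 for Ccr2.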

As our data shows, Itgam was up-regulated while Il18 and Ccr2 were down-regulated by QJSB, a finding that was consistent with the decrease in the serum G-CSF level. Excessive activation and release of cytokines impair the hematopoietic function, and exhaust the production of hematopoietic factor (Hara et al., 2004). QJSB reversed the excessive exhaustion of certain cytokines induced by cyclophosphamide, which might be beneficial for the recovery of leucopenia.

Qi-Jing-Sheng-Bai granule also modulates the metabolism response, including lipid metabolism, amino acid metabolism and nucleotide metabolism. In lipid metabolism, the levels of metabolites such as phosphatidylcholine (lecithin) and 2-lysolecithin are elevated, and the expression of some genes encoding important metabolic enzymes like Pcyt1a, Phospho1, Cyp4f18, Alox5, and Ggt5 are also augmented by QJSB treatment. Additionally, RT-qPCR was performed to verify that QJSB upregulated their mRNA levels. Phosphatidylcholine participates in a series of biological activities such as biological membranes synthesis, cell proliferation and platelet activation (Ridgway, 2013; Li et al., 2014; O’Donnell et al., 2014). Metabolic enzymes encoded by Pcyt1a regulate the biological synthesis of phosphatidylcholine (Haider et al., 2018). The high expression of Pcyt1a causes elevated levels of phosphatidylcholine, which may result in accelerated biological membranes synthesis and cell proliferation of WBCs and platelets. Additionally, Cyp4f18, Alox5, and Ggt5 are involved in the processes of generation, transformation and degradation of leukotriene (Christmas et al., 2006; Rådmark et al., 2015). Thus, QJSB may promote lipid production by regulating lipid metabolism, and regulate immune and inflammatory responses by affecting the generation, transformation and degradation of leukotriene.

Amino acids and nucleotides are essential components of proteins and nucleic acids, respectively. They are indispensable for cell proliferation, survival and development. Leucogen and vitamin B4 are very commonly used for the treatment of leucopenia. Leucogen is an analog of cysteine while vitamin B4 is a precursor of adenine (Lecoq, 1957; Whelan, 2005; Zheng et al., 2006; Langhammer et al., 2011). Therefore, regulating amino acid metabolism and nucleotide metabolism have been confirmed to cure leucopenia. Our data indicate that QJSB participate in the biological synthesis and metabolism of energy, nutrition and genetic materials, which are essential for cell proliferation, development and maturation.

## Conclusion

In summary, our data reveal the therapeutic mechanism of QJSB by integrative application of transcriptomics-based network pharmacology and metabolomics technologies. QJSB exerts protective effect against leucopenia in mice through participating in multi-pathways, mainly including accelerating cell proliferation and differentiation, regulating metabolism response pathways and modulating immunologic function.

## Ethics Statement

All animal studies were performed according to the institutional ethical guidelines of animal care and were approved by the Committee on the Ethics of Animal Experiments of the Second Military Medical University, China.

## Author Contributions

ST, PH, and YG collected and analyzed the data, and drafted and revised the manuscript. JY, RW, and JZ collected and revised the manuscript. WZ and A-JL designed the study, collected the data, and revised the manuscript. All authors read and approved the final manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest. The handling Editor declared a shared affiliation, though no other collaboration, with several of the authors at the time of review.

# Supplementary material for: Systems Biology Analysis of the Effect and Mechanism of Qi-Jing-Sheng-Bai Granule on Leucopenia in Mice
**Source:** Front Pharmacol. 2019 Apr 25;10:408. doi: 10.3389/fphar.2019.00408
**Supplement:** FIGURE S1 — Distinct discrimination by comparison between Normal vs. Model (A,C), Model vs. QJSB (B,D) either in ESI+ and ESI-. OPLS-DA was used to distinguish the cluster and its permutations plot was used to assess the current OPLS-DA model.

**Supplementary Tables:**

**Supplementary Table S1:** The primers of the key genes encoding important metabolic enzymes.

| **Gene** | **Forward primer (5’-3’)** | **Reverse primer (5’-3’)** |
| --- | --- | --- |
| Ggt5 | GATATTGGACGGAAGCCTG | ACAGGGTATAGTTTCCTAGGG |
| Cyp4f18 | ATTGAATGGGACGACCTGG | ATCGGGAGATTGCAGTGAC |
| Phospho1 | GATGCCTATCTAGGGACGG | CGATGGTCTCATCGAAGTC |
| Alox5 | GAAGCTGTCCGAGTACCTG | GGAGCACCAGTCATACTGG |
| Pcyt1a | TTGACTTCGCTAGTCGGTG | TAACTCAACTCCTCCAGGC |
| GADPH | GGGAAGCCCATCACCATCTT | GCCTCACCCCATTTGATGTT |

**Supplementary Table S2:** The top 300 differentially expressed genes were identified in Model vs Normal, QJSB vs Model and Leucogen vs Model groups.

**Supplementary Table S3:** Summary of the LC-MS data sets used in OPLS-DA modeling. R2X (cum) represents the cumulative X-variation modeled after components, R2Y means the fraction of Y-variation modeled in the component, and Q2 expresses overall cross-validated R2Y for the component and is used to an estimate the model prediction. Cumulative values of R2X, R2Y, and Q2 close to 1 indicate an excellent model.

|  | **Group** |  | **OPLS-DA model** | | |
| --- | --- | --- | --- | --- | --- |
| **Mode** |  |  | **R2X**  **(cum)** | **R2Y**  **(cum)** | **Q2**  **(cum)** |
| ESI+ | Model vs Normal |  | 0.378 | 0.939 | 0.838 |
|  | QJSB vs Model |  | 0.28 | 0.913 | 0.441 |
| ESI- | Model vs Normal |  | 0.273 | 0.961 | 0.668 |
|  | QJSB vs Model |  | 0.301 | 0.957 | 0.663 |

**Supplementary Table S4:** Differential metabolites of plasma in Model vs Normal and QJSB vs Model were identified by OPLS-DA on SIMCA software. RT is retention time on gas chromatograph. MZ is the ratio of protons and charge number. Fold change is the ratio of relative abundance of differential metabolites. The data were calculated by t test.

**Supplementary Table S5:** The active substances of absorbed prototype compounds in QJSB and theirs evidence.

| **Active substances** | **Functions** |
| --- | --- |
| Ginsenoside B1 | stimulating cell proliferation and IFN-γ production(Lv et al., 2014) |
| Ferulic acid | improving hematopoietic cell recovery, increasing levels of G-CSF(Ma et al., 2011) |
| Icaritin | improving the hematopoietic function(Sun et al., 2018) |
| Astragaloside I | Stimulating osteoblast differentiation and ntioxidants (Cheng et al., 2016) |
| Formononetin | enhancing bone regeneration, anti-apoptosis(KB et al., 2017; H et al., 2018) |
| Quercitrin | protecting endothelial progenitor cells from oxidative damage(Zhi et al., 2016) |
| Icariin | promoting bone repair, Anti-inflammation(B et al., 2018; JZ et al., 2018; X et al., 2018) |
| Protocatechuic acid | Antioxidation, Anti-inflammation, Stimulating Glucose Metabolism, inducing angiogenesis(Z et al., 2013; N et al., 2017) |
| Ginsenoside Ro | Antioxidants, Suppressing apoptosis and inflammation(Kang et al., 2015; ZHANG et al., 2015) |
| Gypenoside XVII | Anti-apoptosis, Antioxidants(Yang et al., 2017) |
| Bavachinin* | Promoting the proliferation of primary bone marrow cells (data were not shown) |
| Baohuoside I* |  |
| Daidzein* |  |
| Ononin* |  |
| Calycosin* |  |

Note:* compounds used to test their effects on cell viability of primary bone marrow cells in our laboratory.

**Reference**

B, S., H, Y., X, Y., H, N., X, C., and L, L. (2018). Icariin alleviates murine lupus nephritis via inhibiting NF-κB activation pathway and NLRP3 inflammasome. *Life sciences* 208(undefined)**,** 26-32.

Cheng, X., Wei, B., Sun, L., Hu, X., Liang, J., and Chen, Y. (2016). Astragaloside I Stimulates Osteoblast Differentiation Through the Wnt/β‐catenin Signaling Pathway. *Phytotherapy Research* 30(10)**,** 1680-1688.

H, L., D, L., KS, K., JH, S., and YK, C. (2018). Inhibition of Intracellular ROS Accumulation by Formononetin Attenuates Cisplatin-Mediated Apoptosis in LLC-PK1 Cells. *International journal of molecular sciences* 19(3)**,** undefined.

JZ, W., PC, L., R, L., and M, C. (2018). Icariin Restores Bone Structure and Strength in a Rat Model of Chronic High-Dose Alcohol-Induced Osteopenia. *Cellular physiology and biochemistry : international journal of experimental cellular physiology, biochemistry, and pharmacology* 46(4)**,** 1727-1736.

Kang, H.J., Oh, Y., Lee, S., Ryu, I.W., Kim, K., and Lim, C.-J. (2015). Antioxidative properties of ginsenoside Ro against UV-B-induced oxidative stress in human dermal fibroblasts. *Bioscience, biotechnology, and biochemistry* 79(12)**,** 2018-2021.

KB, S., M, D., K, D., R, M., and D, S. (2017). Formononetin, a methoxy isoflavone, enhances bone regeneration in a mouse model of cortical bone defect. *The British journal of nutrition* 117(11)**,** 1511-1522.

Lv, S., Yi, P.-F., Shen, H.-Q., Zhang, L.-Y., Dong, H.-B., Wu, S.-C., et al. (2014). Ginsenoside Rh2-B1 stimulates cell proliferation and IFN-γ production by activating the p38 MAPK and ERK-dependent signaling pathways in CTLL-2 cells. *Immunopharmacology and immunotoxicology* 36(1)**,** 43-51.

Ma, Z.-C., Hong, Q., Wang, Y.-G., Tan, H.-L., Xiao, C.-R., Liang, Q.-D., et al. (2011). Effects of ferulic acid on hematopoietic cell recovery in whole-body gamma irradiated mice. *International Journal of Radiation Biology* 87(5)**,** 499-505.

N, B., TK, D., R, K., S, J., A, N., A, S., et al. (2017). Protocatechuic Acid, a Phenolic from Leaves, Suppresses Diabetic Cardiomyopathy via Stimulating Glucose Metabolism, Ameliorating Oxidative Stress, and Inhibiting Inflammation. *Frontiers in pharmacology* 8(undefined)**,** 251.

Sun, C., Yang, J., Pan, L., Guo, N., Li, B., Yao, J., et al. (2018). Improvement of icaritin on hematopoietic function in cyclophosphamide-induced myelosuppression mice. *Immunopharmacol Immunotoxicol* 40(1)**,** 25-34. doi: 10.1080/08923973.2017.1392564.

X, J., W, Y., H, T., M, C., X, Y., W, Z., et al. (2018). Icariin doped bioactive glasses seeded with rat adipose-derived stem cells to promote bone repair via enhanced osteogenic and angiogenic activities. *Life sciences* 202(undefined)**,** 52-60.

Yang, K., Zhang, H., Luo, Y., Zhang, J., Wang, M., Liao, P., et al. (2017). Gypenoside XVII Prevents atherosclerosis by attenuating endothelial apoptosis and oxidative stress: Insight into the ERα-mediated PI3K/Akt pathway. *International journal of molecular sciences* 18(2)**,** 77.

Z, K., H, Z., W, J., and S, Z. (2013). Protocatechuic acid induces angiogenesis through PI3K-Akt-eNOS-VEGF signalling pathway. *Basic & clinical pharmacology & toxicology* 113(4)**,** 221-227.

ZHANG, X.-H., Xian-Xiang, X., and Tao, X. (2015). Ginsenoside Ro suppresses interleukin-1β-induced apoptosis and inflammation in rat chondrocytes by inhibiting NF-κB. *Chinese journal of natural medicines* 13(4)**,** 283-289.

Zhi, K., Li, M., Bai, J., Wu, Y., Zhou, S., Zhang, X., et al. (2016). Quercitrin treatment protects endothelial progenitor cells from oxidative damage via inducing autophagy through extracellular signal-regulated kinase. *Angiogenesis* 19(3)**,** 311-324.

How the deposited data were processed for this re-analysis (not part of the article)

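RNA of femoral bone marrow from 12 mice, 3 in each of the normal, model, QJSB and leucogen groups, was sequenced by the authors after removal of ribosomal RNA. The authors filtered the reads with Seqtk and mapped them with Hisat2 to GRCm38.p4. The paper's text does not name the program that counted reads per gene or the version of the annotation. The deposited table gives the read count of each library for 34745 genes, as whole numbers without normalization. It also gives the FPKM of each gene and library, which the authors computed from the mapped fragments, the length of the transcript and the total of fragments. Each library has a column of counts and a column of FPKM, headed Blank, Model, Positive or Stilbene with a replicate number, and 0 such columns were left unused. Apart from Model, neither the paper nor the sample labels use these headings for a group. They were read as normal, leucogen and QJSB by the meaning of the names and by elimination. The reading was then compared with the mean normalized counts in Supplementary Table S2, so the assignment of groups rests in part on values.

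Library totals ran from 11172547 to 18545198 counts. The depth covers counting error only, which the spread between mice of a group exceeded for every pair of libraries. Counts were tested with edgeR 4.0.16 (TMM factors, filterByExpr, robust glmQLFit and glmQLFTest) in R 4.3.3, each time in a fit of the libraries of the groups compared. The 5 comparisons were model against normal, QJSB against model, leucogen against model, QJSB against normal and QJSB against leucogen. A gene was called at the paper's cutoff, an absolute log2 fold change over 0.585 with an unadjusted P under 0.05, and separately at the same fold change with a Benjamini-Hochberg adjusted p under 0.05. Genes past the paper's cutoff were ordered by the absolute log2 fold change and the first 300 taken. Log2 CPM used a prior count of 2. Standard errors given for edgeR were computed as the absolute log2 fold change over the square root of the test's F. They are not a direct estimate of the error and can be too small for genes with few counts. Fold changes against a group with at most 3 counts in every library were computed against 3 counts and are lower bounds. Values of single genes were also compared by exact two-sided permutation tests, whose smallest p is 0.1 with 3 libraries against 3.

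The genes named are every gene that the paper names for the transcriptome and, per comparison, the 3 largest rises and 3 largest falls among genes past the adjusted cutoff whose groups do not overlap and whose mean normalized count is at least 50. Gene models without a name and gene segments of antigen receptors were passed over in this choice. Hand-written lists of 15 cell types, 3 processes and 7 pathways, 25 in all, stand beside the paper's KEGG and Gene Ontology terms, since those databases were not used here. They hold 442 different genes, of which 58 are in more than 1 list and 13 are named by the paper. The lists were tested with limma 3.58.1 (camera, inter-gene correlation 0.01, Benjamini-Hochberg adjustment over the lists of a comparison), with fry and with an estimated correlation as alternatives. The genes of Supplementary Table S2 were set against the same lists by one-sided Fisher's exact tests. The reversal of the change from normal to model was compared with 50 simulated data sets in which the drug group had the expected counts of model.

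The alternatives were DESeq2 1.42.0 without a filter, DESeq2 size factors in edgeR, total counts in place of TMM, no filter on low counts, at least 10 counts in every library, all 12 libraries in one fit, the replicate number as a block, limma-trend on log2(FPKM + 0.1) for genes with a mean FPKM of at least 0.1, and each library left out in turn. Removing the trend of each library on the GC content of transcripts was added after the data had been seen. Lengths and GC came from the GENCODE M21 annotation, in which 34267 of the gene IDs were found and 27686 genes had the same coordinates. Whether replicate numbers pair the libraries was tested by correlating the deviations of same-numbered libraries from their group means over 15310 genes. For QJSB and model the correlations were 0.426, 0.123 and 0.107, each over 0.1. Any pairing rests on these correlations alone, since neither the paper nor the labels state that a number marks a shared batch. Libraries of different numbers were not correlated for comparison, so the pairing is not established.

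The tests were run on simulated counts for 14486 genes with known changes. At the adjusted cutoff, edgeR recovered 98 of 194 changed genes that were tested (50.5%), and 76 of the 95 with the larger change (80%), beside 15 false calls, or 13.3% of its calls. DESeq2 recovered 126 of 200 (63%) with 39 false calls (23.6%), limma-trend on FPKM 97 of 200 with 13 (11.8%), and edgeR with the replicate block 95 of 194 with 21 (18.1%). A shifted gene list was recovered by limma's camera (adjusted p = 6.4e-24) and fry (adjusted p = 0.0134). It was also recovered with an estimated correlation (adjusted p = 0.0310), and 0 other lists were called by any of these tests. On the real QJSB and model libraries, 8 of 10 splits, the real one included, gave at least as many lists by camera, up to 17. The 0 other calls in simulated counts thus do not show that camera with the preset correlation is reliable on the real lists. The paper's KEGG and Gene Ontology enrichment, its network score, metabolomics, blood counts, ELISA and RT-qPCR were not analysed here.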

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

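In this part, the comparisons between groups were set before the data were examined, and every test of an explanation, the removal of GC trends included, was chosen after the result it bears on had been seen. QJSB and leucogen, each compared with model in the paper, were compared directly, as a test of the difference between their effects. Of 14266 genes, 3511 passed the adjusted cutoff (1836 higher and 1675 lower in QJSB) and 4367 the paper's cutoff, and the libraries of the drugs were apart for 6966 genes, 48.8% against 10% by chance. Ddit4 (log2 fold change 3.06, edgeR adjusted p = 0.00285) was higher in QJSB, and Has2 (-3.71, edgeR adjusted p = 0.00447), Aldh3b3 (-3.37, edgeR adjusted p = 0.00317) and Tmem45a2 (-3.17, edgeR adjusted p = 0.00287) were lower. Over the alternatives their adjusted p stayed at or under 0.0283. Evi2b (3.25, edgeR adjusted p = 0.0391) and Magi1 (3.18, edgeR adjusted p = 0.0234) were higher too, with adjusted p over the alternatives from 0.00222 to 0.128 and from 3.3e-06 to 0.0802. Neither passed the adjusted cutoff without leucogen 1 (edgeR adjusted p = 0.111 and adjusted p = 0.0714), leucogen 2 (adjusted p = 0.0769 and adjusted p = 0.0673) or leucogen 3 (adjusted p = 0.110 and adjusted p = 0.0802), and Evi2b not without QJSB 1 (adjusted p = 0.106). Of the 10 splits of the 6 libraries, 1, the real one, gave as many genes past the paper's cutoff and 1 past the adjusted one, the lowest share that 10 splits allow, and 10 gave as many lists.

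Transcript length, depth, a few abundant genes and tissue taken with the marrow do not account for this count as a whole. Of the 3511 genes, 3192 were shared after the trend on length was removed, 3287 after every library was thinned to 11172547 counts and 3504 without the 8 genes that hold over 1% of a library. Muscle and stroma genes held at most 0.126% of a library. GC content stays open. Fold changes correlated with it across genes (Spearman 0.52). Deviations rose with GC in the QJSB libraries (0.33, 0.38 and 0.30) and fell in those of leucogen (-0.29, -0.27 and -0.39), and 1373 of the genes were shared after the trend was removed. A GC bias of the libraries and a drug effect on genes of a certain GC content cannot be told apart, since the trend goes with the groups. The count was 1544 without leucogen 3 and 2157 without leucogen 1. A different effect of the drugs on the marrow remains open as an explanation for the genes shared after the GC trend was removed. QJSB and leucogen also differed in the shares of Gm26917 (4.15% and 1.52%) and Malat1 (0.79% and 1.55%). In both, model was near QJSB and normal near leucogen. Neither the paper nor the labels name a batch, so a technical difference between the groups was not tested and stays open too.

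The comparison of QJSB with normal, which the paper does not report for the transcriptome, gave 5616 of 14817 genes past the adjusted cutoff (2661 higher and 2955 lower in QJSB) and 6159 past the paper's. The libraries were apart for 8602 genes (58.1%, against 10% by chance). Saa3 was at least 139-fold higher in QJSB. Gpnmb (6.90, edgeR adjusted p = 1.3e-04) and Lipg (6.26, edgeR adjusted p = 0.00735) were higher too, Lipg not past the adjusted cutoff without QJSB 1 (edgeR adjusted p = 0.0526), and Fcer2a, Klhl14 and Vpreb3 were at least 179-fold, 143-fold and 97.2-fold lower. Of the 10 splits, 1 gave as many genes past the paper's cutoff, 1 past the adjusted one and 7 as many lists. Of the genes past the adjusted cutoff, 4290 were shared with the GC trend removed, 5331 with the length trend removed, 5199 after thinning and 5495 without the most abundant genes, and muscle and stroma genes held at most 0.126% of a library, so none of these explains the count as a whole. QJSB animals had received cyclophosphamide and normal animals had not, and an effect of cyclophosphamide that remained under QJSB may be behind it. QJSB without cyclophosphamide was not analysed here.

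Outside the genes that the paper discusses, all 8 genes of the promyelocyte list (early precursors of neutrophils, such as Mpo, Elane, Prtn3 and Ctsg) were higher in model than in normal, with a median log2 fold change of 2.98 (limma's camera adjusted p = 2.2e-07, and fry adjusted p = 9.7e-04). Mpo rose from 367 ± 41.1 CPM (SD, n = 3) to 3418 ± 1208 CPM (SD, n = 3). The mean log2 CPM of the list was 6.42 ± 0.14 (SD, n = 3) in normal, 9.29 ± 0.28 (SD, n = 3) in model, 9.44 ± 0.13 (SD, n = 3) in QJSB and 8.33 ± 0.20 (SD, n = 3) in leucogen. Of its genes, 0 are in another list and 0 are named by the paper. Loss of other cell types would raise the remaining types alike. The late neutrophil list was lower in model (median -1.71), so it does not bear on this. Of the marrow cell lists that were not lower, monocytes had a median of 0.83, stem and progenitor cells 0.61 and megakaryocytes 0.13. These lie below 2.98, which argues against an equal rise of these types, unless they were lost in part. The promyelocyte median was 2.93 with the GC trend removed and 3.01 after thinning, so neither GC content nor depth explains it as a whole. A larger share of promyelocytes in the marrow, or more of this RNA per cell, may be behind it, and no cell counts of the marrow were used here to part them.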

How the results depend on the processing

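The alternatives were set before the data were examined, apart from the removal of GC trends, which was chosen after seeing the results. For each change given in this part, the cause was not tested. Of 102 results for named genes, 99 kept their direction in every alternative and 58 their side of the paper's cutoff. For QJSB against model all 26 genes kept their direction, and 4 their side. Of the values of single genes and lists under an alternative, 2201 were the same, 156 were no longer past their threshold, 105 were newly past it and 73 changed direction, 63 for lists and 10 for genes. Of the 38 list results past the threshold, 0 changed direction. Alternatives written for a table that holds FPKM alone (other pseudocounts, filters and normalizations of FPKM) were not run, since counts are given.

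For QJSB against model, the number of genes past the paper's cutoff (446) was 802 with all 12 libraries in one fit and 830 with the replicate block. The fit of all 12 takes part of its spread from the less variable normal and leucogen libraries, which can lower P. With GC trends removed it was 311, and 233 of the 446 were shared. With the block and GC trends removed it was 680. Fold changes correlated with GC across genes in this comparison (Spearman 0.36). Across the 6 fits that each left out a library, the number ran from 149 (without QJSB 2) to 1715 (without QJSB 1). The number past the adjusted cutoff, 0 with 723 genes at an unadjusted P under 0.05 (1434 with the block and 1915 with all 12 libraries in one fit), was 8 with DESeq2, 18 with the block and 10 with the block and GC trends removed, and from 0 to 3 (without QJSB 1) with a library left out. Genes higher among the first 300 were 160, on FPKM 99, and from 97 (without model 3) to 176 (without model 1) in the fits without a library that had 300 genes past the cutoff. Without QJSB 2, 64 of 149 genes were higher, and without model 2, 149 of 245. With DESeq2, 292 and 295 of the 300 genes of Supplementary Table S2 for QJSB and leucogen passed the paper's cutoff, where edgeR gave 166 and 181. The correlation of the QJSB change with the change from normal to model (-0.0640) was -0.249 with DESeq2, from -0.265 (without model 1) to 0.0174 (without QJSB 1), and -0.0648 over the genes past the adjusted cutoff in model against normal. For leucogen the latter was -0.359.

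In model against normal, the genes higher among the first 300 (13) were 21 with no filter, 30 with at least 10 counts in every library, 7 on FPKM, and from 11 to 24 (without normal 3). The adjusted count of leucogen against model (3275) ran from 1239 (without leucogen 3) to 3953 (without model 2). That of QJSB against leucogen (3511) ran from 1544 (without leucogen 3) to 3585 (without QJSB 1). Without leucogen 1 these counts were 1724 and 2157. With GC trends removed they were 2772 and 1783, and 2251 of the 3275 genes were shared. Fold changes of leucogen against model correlated with GC across genes (Spearman -0.35). By total counts, the median log2 fold change of all genes in QJSB against leucogen was 0.12, against 0.033 with TMM.

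With an estimated correlation, 0 lists passed in any comparison, although camera gave 15 for model against normal. By fry, 0 passed for QJSB against model, 0 for leucogen against model and 1 for QJSB against leucogen, where camera gave 6, 4 and 3. With a library left out, these numbers ran from 3 (without QJSB 3) to 9 (without QJSB 1), from 4 to 7 (without leucogen 2) and from 2 to 6 (without QJSB 2). The direction of a list is that of camera or fry, which weigh all its genes and can differ from the sign of the median, so a median can keep its value where the direction changes. By fry the direction changed for arachidonic acid in model against normal (median -0.048), and for eosinophils (-0.045) and NOD-like receptor genes (-0.031) in QJSB against model.

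Directions also changed with a library left out, over these ranges of the median log2 fold change. In model against normal: megakaryocytes -0.27 to 0.47 and osteoclast differentiation -0.0027 to 0.12. In QJSB against model: monocytes -0.41 to 0.0049, macrophages -0.094 to 0.18, erythroid cells -0.45 to 0.92, eosinophils -0.58 to 0.27, basophils and mast cells -0.73 to 0.33, megakaryocytes -0.25 to 0.59, stem and progenitor cells -0.35 to 0.10, stroma and bone -0.59 to 0.15, skeletal muscle -1.07 to 0.33, proliferation -0.030 to 0.20, p53 targets -0.10 to 0.024, hematopoietic cell lineage -0.12 to 0.14 and NOD-like receptor -0.093 to 0.087. In leucogen against model: T cells -0.62 to -0.36, erythroid cells -1.25 to 0.29, eosinophils -0.23 to 0.32, basophils and mast cells -0.39 to 0.41, skeletal muscle -1.35 to 0.16, hematopoietic cell lineage -0.40 to -0.18 and osteoclast differentiation -0.047 to 0.066. In QJSB against normal: late neutrophils -0.84 to 0.23, megakaryocytes 0.098 to 0.73 and skeletal muscle -0.070 to 2.35. In QJSB against leucogen: pre-B cells 0.13 to 1.05, mature B cells -0.41 to 0.15, eosinophils -0.55 to 0.17, basophils and mast cells -1.45 to -0.021, skeletal muscle -0.36 to 1.08 and arachidonic acid -0.24 to 0.14. Of single genes, the log2 fold changes ran over Atp6v1g2 -0.32 to 0.50 and Idi1 -0.047 to 1.06 in model against normal and Ccr2 -0.10 to 0.44 in leucogen against model. Atp6v1g2 in model against normal (-0.057) was at 0.046 by total counts and 0.12 on FPKM, and Ccr2 in leucogen against model (0.12) at -0.055 and -0.034.

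The replicate numbers were tried as a block in every comparison. Same-numbered libraries correlated at 0.00602, 0.0125 and -0.0559 for model and normal, 0.106, -0.0940 and -0.0230 for leucogen and model, -0.103, 0.0363 and -0.0613 for QJSB and normal, and 0.181, 0.134 and 0.0782 for QJSB and leucogen, so that outside QJSB and model the numbers do not pair all libraries. For QJSB and model a pairing is not established either, since libraries of different numbers were not correlated for comparison. Outside QJSB and model, with the block, 5 lists passed for QJSB against leucogen, with megakaryocytes (median 0.66) and interferon response (-1.03) newly among them, and the megakaryocyte list (-0.67) passed for leucogen against model. Agpat2 in model against normal (0.96) and Idi1 in leucogen against model (0.74) newly passed the paper's cutoff, and Il7r (-0.99) and Jun (-0.68) in leucogen against model and Evi2b (2.66) in QJSB against leucogen no longer did. The direction changed for osteoclast differentiation in model against normal (median -0.011), erythroid cells in QJSB against model (0.099) and Atp6v1g2 in model against normal (0.020). Of the QJSB genes, 14 kept their side under the block, 10 newly passed and 2, Ccr2 and Idi1, no longer did.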

Differences from the paper's values

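Of 58 values set beside the paper's, 5 differed. For leucogen against model, 81 of the first 300 genes were lower here, against the paper's 123. Among the alternatives set before the data were examined, the number was within 1.5 times the paper's with DESeq2 (109), total counts (129), no filter (151), all 12 libraries in one fit (120), FPKM (112) and without leucogen 1 (116), leucogen 2 (112), leucogen 3 (96) or model 3 (110). It was not with DESeq2 size factors in edgeR (73), at least 10 counts in every library (74), the replicate block (67), or without model 1 (76) or model 2 (56). The other values are mRNA levels as a percent of normal, which the paper measured by RT-qPCR, another assay than the sequencing here. Ggt5 in model was at 55.5% of normal, against the paper's about 29% in Fig. 8, read by eye, and none of the alternatives set before the data were examined closed the gap. Cyp4f18 in model was at 18.1%, against the paper's about 31% in Fig. 8, read by eye, and of these alternatives 1 closed the gap, leaving out model 1 (21.1%). Phospho1 was at 17.1% in model, against the paper's about 44% in Fig. 8, read by eye, and at 39.3% in QJSB, against the paper's about 80% in Fig. 8, read by eye, and none of these alternatives closed either gap. Of 42 log2 fold changes compared with Supplementary Table S2, 0 differed in sign or by more than the larger standard error.

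The paper's text has ATP6V1G2 and ATP2B2 lower with QJSB. Here Atp6v1g2 had a log2 fold change of 0.91, and Atp2b2 had 2, 1 and 28 counts in QJSB 1 to 3, against at most 2 in a model library. Supplementary Table S2 of the paper gives both a positive sign. Of the genes that the paper counts as changed by QJSB, Cyp4f18, Ggt5, Atp6v1c2, Cd3d, Tnfsf13b, Itgam, Ltf, Mgll, Agpat2 and Fmo5 did not pass the paper's cutoff here. Each passed it with DESeq2, the tool that the paper's methods name, and with the replicate block. With all 12 libraries in one fit, Cyp4f18, Ggt5, Atp6v1c2, Cd3d, Tnfsf13b, Itgam, Ltf and Mgll passed. That fit takes part of its spread from the less variable normal and leucogen libraries, which can lower P. Without QJSB 1, Cyp4f18, Ggt5, Atp6v1c2, Cd3d, Tnfsf13b, Itgam, Ltf and Fmo5 passed. Atp6v1c2, Tnfsf13b and Mgll passed with no filter on low counts, Mgll on FPKM, Mgll without model 1, Ltf without model 2 and Agpat2 without QJSB 3.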

Other observations

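In this part, every test was chosen after the result had been seen. The number of genes between QJSB and model was looked at over all splits of the 6 libraries. Of 10 splits, 3 gave as many genes past the paper's cutoff, 10 as many past the adjusted one (where the real split gave 0, with 723 genes at an unadjusted P under 0.05, and 1434 with the replicate block) and 8 as many lists. The most genes, 1802, came with model 1, model 2 and QJSB 1 on one side, and 1529 with model 1, model 3 and QJSB 1. Of the 4 splits that part all pairs of replicate numbers, 1, the real one, gave as many, and the larger splits keep pairs together, so that they also carry what same-numbered libraries share. An exchange of QJSB 1 with a model library might give such a pattern, and so might an animal that did not respond. The 1802 genes do not decide, since the split was found from the same libraries, and nothing in the labels marks QJSB 1.

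For model against normal, 1 of 10 splits, the real one, gave as many genes past the paper's cutoff, 1 past the adjusted one and 1 as many lists. For leucogen against model these were 1, 1 and 9 of 10 splits, so other splits give as many lists there.

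Genes that the paper names and that its Supplementary Table S2 has higher in QJSB, Atp6v1g2 among them, may follow the share or maturity of neutrophils. Within groups, 18 of these genes outside the late neutrophil list had a median correlation of 0.779 with it over the 9 libraries given cyclophosphamide (14 positive), and 10000 random lists matched on expression gave from -0.42 to 0.40. This decides nothing, since the paper picked the genes from QJSB and model libraries. Over the 9 libraries without QJSB, of which 3 are the model libraries, the median was 0.293 (15 positive). Random lists gave from -0.31 to 0.32, a range that holds the median, at percentile 96.3. Single genes ran from -0.80 (Mgll) to 0.92 (Alox5). A median inside the range of random lists and near its upper end neither excludes this explanation nor bears it out, and with so few genes and libraries it stays open.

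The changes of QJSB and of leucogen against model correlated across 14040 genes (Pearson's r = 0.312), and genes are not independent replicates. With no drug effect, sharing the model libraries gave 0.495 on average (0.442 to 0.548) in 50 simulated data sets, above the observed value. The simulations drew same-numbered libraries independently, so the gap is not read as an effect of the drugs. The first 300 genes of both here shared 17, and 17 of these had the same sign.

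In model against normal, 15 of 25 lists passed by limma's camera, 18 by fry and 0 with an estimated correlation. Beside those given above, T cells (median log2 fold change -2.05), NK cells (-2.42), late neutrophils (-1.71, not by fry), basophils and mast cells (-1.56), macrophages (-1.20) and hematopoietic cell lineage genes (-0.78) were lower. Monocytes were higher (0.83), but did not pass without model 1 (camera adjusted p = 0.102) or without model 2 (camera adjusted p = 0.0688). Proliferation (-0.35), B cell receptor (-0.19) and ferroptosis (-0.18) genes were lower too, and depended on single libraries. Proliferation did not pass without model 1 (camera adjusted p = 0.0835), without model 2 (camera adjusted p = 0.151) or without normal 1 (camera adjusted p = 0.0519), B cell receptor genes without model 2 (camera adjusted p = 0.117), and ferroptosis genes without model 1 (camera adjusted p = 0.0655) or without model 2 (camera adjusted p = 0.0539). With genes at the floor set to their bounds, the medians of the erythroid and the mature B cell list were -5.91 and -5.35.

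In QJSB against normal, 10 lists passed by camera, 14 by fry and 0 with an estimated correlation. Promyelocytes were higher (8 of 8 genes, median 3.07). Pre-B cells (-6.20), mature B cells (-5.96), erythroid cells (-5.77), eosinophils (-4.23), NK cells (-2.75), T cells (-2.24), macrophages (-1.33) and hematopoietic cell lineage genes (-0.67) were lower, as were basophils and mast cells (-2.02), which did not pass by fry or without normal 3 (camera adjusted p = 0.0683). With floor genes at their bounds, the pre-B, mature B and erythroid medians were -6.20, -5.96 and -5.78. In QJSB against leucogen, promyelocytes were higher in QJSB (8 of 8 genes, median 1.25, camera adjusted p = 4.8e-04, fry adjusted p = 0.0148). Late neutrophils were lower (0 of 15 genes higher, median -1.22, camera adjusted p = 0.0323), at -0.40 without QJSB 1 (camera adjusted p = 0.0826). Proliferation was higher (15 of 20 genes, median 0.38, camera adjusted p = 0.0348), but did not pass without QJSB 3 (camera adjusted p = 0.0636) or without leucogen 1 (camera adjusted p = 0.107). Neither of the last lists passed by fry.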
